# Glial cell diversity and methamphetamine-induced neuroinflammation in human cerebral organoids

**DOI:** 10.1038/s41380-020-0676-x

**Published:** 2020-02-12

**Authors:** Jason Dang, Shashi Kant Tiwari, Kriti Agrawal, Hui Hui, Yue Qin, Tariq M. Rana

**Keywords:** Stem cells, Diseases

## Abstract

Methamphetamine (METH) is a potent stimulant that induces a euphoric state but also causes cognitive impairment, neurotoxicity and neurodevelopmental deficits. Yet, the molecular mechanisms by which METH causes neurodevelopmental defects have remained elusive. Here we utilized human cerebral organoids and single-cell RNA sequencing (scRNA-seq) to study the effects of prenatal METH exposure on fetal brain development. We analyzed 20,758 cells from eight untreated and six METH-treated cerebral organoids and found that the organoids developed from embryonic stem cells contained a diverse array of glial and neuronal cell types. We further identified transcriptionally distinct populations of astrocytes and oligodendrocytes within cerebral organoids. Treatment of organoids with METH-induced marked changes in transcription in multiple cell types, including astrocytes and neural progenitor cells. METH also elicited novel astrocyte-specific gene expression networks regulating responses to cytokines, and inflammasome. Moreover, upregulation of immediate early genes, complement factors, apoptosis, and immune response genes suggests a neuroinflammatory program induced by METH regulating neural stem cell proliferation, differentiation, and cell death. Finally, we observed marked METH-induced changes in neuroinflammatory and cytokine gene expression at the RNA and protein levels. Our data suggest that human cerebral organoids represent a model system to study drug-induced neuroinflammation at single-cell resolution.

## Introduction

Methamphetamine (METH) is a stimulant which induces a temporary state of intense euphoria; however, studies have shown that METH also commonly leads to psychosis, depression, and attenuated immune systems [1, 2]. In 2005, the economic impact of METH use in the United States alone was $23.4 billion [3] and as many as 1.3 million people over the age of 12 have reported having used METH [1]. Clinical studies have shown that acute and chronic METH abuse induces system-wide alterations to the brain on both the structural and biochemical level [4]. In fact, users of METH may exhibit reduced hippocampal volume which is correlated with poor memory [4, 5]. In addition, other structural alterations in the brain associated with METH abuse include changes in the shape of the corpus collosum and enlargement of the frontal lateral ventricle [4]. In the case of prenatal exposure, studies have shown that fetal exposure to METH can cause in fetal growth restriction [6, 7]; decrease hippocampal, putamen, and globus pallidus volume [4, 8]; and cognitive deficits including impaired attention, memory, and visual motor integration [8]. As such, METH addiction poses a global problem, yet the precise molecular mechanisms by which METH provokes these structural and biochemical changes in the brain have yet to be elucidated.

Because METH affects a wide range of biological processes including oxidative stress, apoptotic cell death, metabolism, dopamine and serotonin dysfunction, and cytokine regulation [1, 9–11], studying the mechanisms by which METH works in 2D homogenous neuronal cultures may be insufficient. Thus, we propose the use of cerebral organoid models, which are composed of neural progenitor cells, glial and neuronal cell types grown in a 3D self-organizing manner, to study the effect of METH on the human brain. Organoid are able to differentiate, self-organize, and form complex, physiologically relevant structures, thus making them ideal in vitro models of human brain development, disease pathogenesis, and drug screening which are dependent on heterogeneous cellular interactions [12–18].

Previous studies have utilized single-cell RNA sequencing (scRNA-seq) to dissect the cellular composition of cerebral organoids; however, these studies have focused on the dynamic nature of neural stem cell (NSC) and neuronal populations within organoid [15, 17, 19]. Glial cells, including astrocytes, are often characterized as merely support cells within the brain. Yet, astrocytes make up the largest population of glial cells and are essential for regulating neurotransmitter recycling, synaptogenesis, and providing trophic and metabolic support for neurons [20]. Moreover, along with microglia and oligodendrocytes, astrocytes modulate the brain’s neuroimmune system in response to infection and drug treatment. Thus, astrocytes play integral functions in brain development, neuronal function, and disease etiology and/or pathology.

METH treatment is known to perturb neurotransmission, neuronal apoptosis, metabolism, and synaptic plasticity, and induce cytokine expression [9, 21]. Glial cells, particularly astrocytes, dynamically interact with neuronal cells to modulate many of these functions that contribute to METH pathogenesis [22]. Yet, the role of astrocytes in METH has not been fully explored [21]. Interestingly, recent studies have indicated that the induction of innate immune genes may contribute to addiction [23]. Thus, further studies into the roles of glial cells, and particularly astrocytes, during METH pathogenesis and addiction may elucidate novel neuronal–glial interactions.

Here we utilized cerebral organoids and scRNA-seq to study the effects of prenatal METH exposure and evaluate glial cell diversity within organoids with single-cell resolution. First, using scRNA-seq we dissected the cellular diversity and observed the dynamic transcriptome during differentiation and self-organization within cerebral organoids. In particular, we analyzed astrocyte and oligodendrocyte subtypes observed within organoids. Second, organoids were treated with METH over time to study the effect of prenatal METH exposure on the brain. scRNA-seq identified differentially expressed genes and novel gene co-expression networks regulating the cortical astrocyte response to cytokines, neuroinflammation, inflammasome activation, and cell cycle regulation induced by METH treatment. In all, we present a platform for studying both the effects of drugs on the human brain as well as human glial cell biology and function with single-cell resolution in vitro.

## Results

### Cellular diversity of human cerebral organoids revealed by scRNA-seq

To study the effect of METH on the human brain in vitro, self-organizing human cerebral organoid models were generated using the previously established “intrinsic” method [12, 16, 24]. Embryoid bodies were generated from human embryonic stem cells (hESCs) and differentiated into self-organizing three-dimensional cerebral organoids in bioreactors. Immunostaining showed the radial organization of CTIP2+ cortical neurons and SOX2+ NSCs around ventricle-like structures within the cerebral organoids (Fig. 1a). In addition, immunostaining revealed the presence of a GFAP+ astrocyte population (Fig. 1b) and both Ki67+ proliferative and Ki67− quiescent NSCs (Fig. 1c).

**Fig. 1:**
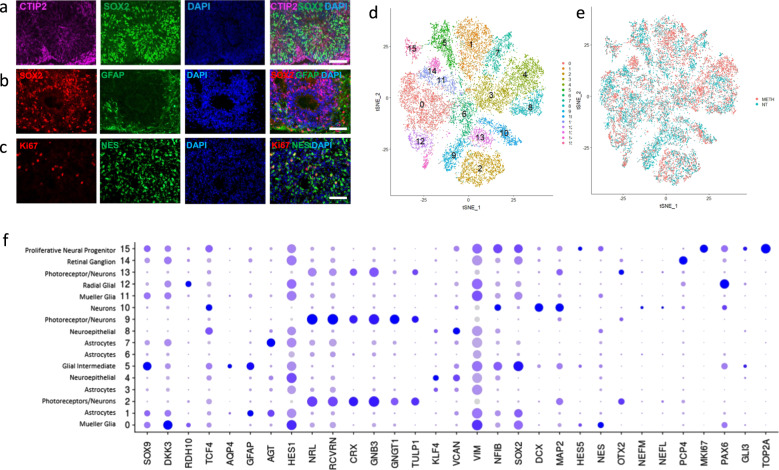
Characterization of human cerebral organoids with single-cell resolution. **a** Cerebral organoids immunostained for cortical neuronal marker CTIP2, neural stem cell marker Nestin, and DAPI show radial cortical layer organization around ventricle-like structures at 20×. Scale bar represents 100 μm. **b** Cerebral organoids immunostained for neural stem cell marker SOX2, astrocyte marker GFAP, and DAPI show glial and neural stem cell populations at 20×. Scale bar represents 100 μm. **c** Cerebral organoids immunostained for proliferation marker Ki67, neural stem cell marker Nestin, and DAPI show the presence of proliferating neural stem cells at 20×. Scale bar represents 100 μm. **d** t-distributed stochastic neighbor embedding (tSNE) plot of scRNA-seq data from eight untreated and six METH-treated cerebral organoids (10,135 cells from control organoids and 10,623 METH-treated cells after quality control filtering) generated by Seurat identified 16 distinct clusters. Cerebral organoids were treated with 5 μM methamphetamine for a week and analyzed by scRNA-seq. **e** t-distributed stochastic neighbor embedding (tSNE) plot of the same data as Fig. 1d, split by treatment, with red representing cells from METH treatment and blue presenting cells from the control. **f** Dot plot of canonical genes to classify tSNE clusters 0–15 (from Fig. 1d). Cluster identities are labeled on the left and canonical marker genes are located on the bottom. Darker shades of blue and size of dots represent greater expression of genes and percentage of cells expressing the gene.

To determine the effect of prenatal METH abuse on the human brain, six 10-month-old cerebral organoids were treated with a 5 μM METH, a physiologically relevant concentration, for a week. To better elucidate the cellular composition of these cerebral organoids, we performed Gel Bead-In-EMulsion (GEM) based scRNA-seq on control and METH-treated cerebral organoids. To characterize the transcriptomes of individual cells, cerebral organoids were enzymatically dissociated and loaded into a microfluidic, droplet-based system to encapsulate cells—along with reverse transcription reagents and a two-dimensional indexing barcode system containing unique molecular identifiers and cell-specific barcodes—for massively parallel transcriptional profiling. 

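The sequencing data hold UMI counts per gene and cell from 8 control organoids and from 6 organoids treated with 5 μM METH for 7 days, all grown from the H9 human embryonic stem cell line. A UMI count is the number of distinct RNA molecules read for a gene in a cell. The control organoids are named NT1 to NT8 here and the METH-treated organoids M1 to M6, in the order of the sample labels. The treated organoids were 10 months old, and the sources used here give no age for the control organoids. The authors aligned the reads to the human genome build GRCh38.p11 and counted UMIs with Cell Ranger 2.0.0, separately for each organoid. The counts cover 33694 genes, 10154 control barcodes and 10264 barcodes of METH-treated organoids. Cells with at least 200 genes were kept, as in the paper, which left 10152 control cells and 10264 METH-treated cells. Control organoids held 2479740 to 31655885 UMIs and METH-treated organoids 4196774 to 30421907. The median UMIs per cell were 7366 ± 2761 in control organoids (mean of organoids ± SD, n = 8) and 6198 ± 1228 in METH-treated organoids (SD, n = 6). Mitochondrial genes took 4.13% ± 0.886 of the UMIs in control organoids (SD, n = 8) and 4.10% ± 0.931 in METH-treated organoids (SD, n = 6). The doublet caller scrublet marked 0.367% of the barcodes, too few for its calls to be of use, so no cell was removed on them. METH-treated organoid M2 held 35.1% of the METH-treated cells, and control organoid NT2 held 27.2% of the control cells. Because cells of an organoid are not independent, the UMIs of all its cells, or of its cells of a class, were summed, and the organoid was taken as the replicate in every test. Fold changes and their standard errors come from edgeR's quasi-likelihood test on these sums, with the p adjusted over all genes tested (Benjamini-Hochberg), and levels are given as CPM, UMI counts scaled to a common library size and normalized by TMM.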

Eight control and six METH-treated organoids were dissociated and analyzed by scRNA-seq (10,135 cells from control organoids and 10,623 METH-treated cells after quality control filtering).

To evaluate the cell-type-specific effect of METH on gene expression in the brain, we first aggregated the scRNA-seq datasets from all treated and untreated organoids and clustered cells based on their expression of commonly variable genes following the Seurat integrative analysis pipeline [25]. Analysis by t-distributed stochastic neighbor embedding revealed 16 transcriptionally distinct clusters (Fig. 1d) containing both treated and untreated cells (Fig. 1e) from two batches of organoids. 

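After integration, cells of control and METH-treated organoids shared all of the clusters found in the deposited counts. Integration aligns cells of different organoids, so this sharing is partly built into the method. Integration by organoid (Seurat, canonical correlation analysis) followed by clustering gave 15 clusters of 43 to 2597 cells, named A to O from the largest to the smallest, and each cluster held cells of both conditions. METH-treated cells made up 38.4% of a cluster of photoreceptor-like cells and 66.3% of a cluster of mesenchymal-like cells, the lowest and the highest share. The profiles of whole organoids, in contrast, fell into 2 sets of samples that crossed the treatment. The first set held control organoids NT1, NT3 and NT5 and METH-treated organoids M1 to M3, and the second held the other 5 control organoids and M4 to M6. The median Pearson correlation across genes was 0.965 between organoids of a set and 0.913 between the sets, against 0.923 for organoids of the same condition and 0.928 for organoids of different conditions. Genes are not replicates, so no test was made of these correlations. Which organoids formed the batches of the paper is not given in the sources used here, and the sets are not taken as those batches.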

Utilizing known cellular markers (Camp et al. [15]; Quadrato et al. [17], R&D Systems (https://www.rndsystems.com/resources/cell-markers/neural-cells/astrocytes/astrocyte-markers), clusters were classified to reveal the presence of *DKK3*+ *SOX9*+ Müller glia (cluster 0 and 11), *GFAP*+ astrocytes (cluster 1), *NRL*+ *RCVRN*+ *CRX*+ *GBN3*+ *GNGT1*+*, TULIP1*++ neurons (cluster 2, 9, and 13), *HES1*+ *GLUL*+ astrocytes (cluster 3 and 6), *VIM*+ *VCAN*+ *KLF4*+ neuroepithelial cells (cluster 4 and 8), *GFAP*+ *SOX2*+ *NFIB*+ glial intermediate cells (cluster 5), *AGT*+ astrocytes (cluster 7), *MAP2*+ *DCX*+ neurons (cluster 10), *PAX6*+ *SOX2*+ radial glial cells (cluster 12), *PCP4*+ *NEFL*+ *NEFM*+ retinal ganglion cells (cluster 14), *TOP2A*+ *GLI3*+ *PAX6*+ *SOX2*+ proliferative neural progenitor cells (cluster 15), (Fig. 1f). These results illustrate the neural progenitor cells, neurons, and glial cellular diversity within cerebral organoid models.

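The clusters held photoreceptor-like, glia-like, progenitor-like and neuron-like cells, and also a large cluster of mesenchymal-like cells. NRL, a transcription factor of photoreceptors, had a UMI in 91.4% of the 2084 cells of cluster C and in 99.9% of the 1502 cells of cluster G, against 22.4% of mesenchymal-like cells. DKK3 and WIF1, marker genes of Müller glia, were detected in 90.6% and 94.5% of cluster B, against 20.2% and 15.3% of the photoreceptor-like cluster C, but also 69.6% and 51.8% of cluster J. GFAP, the filament protein of astrocytes, was detected in 66.3% of the 1251 astrocyte-like cells and in 57.2% of the 2052 radial glia and neural progenitor-like cells, against 13.1% of cluster C. COL1A1, a collagen chain of connective tissue, was detected in 89.8% of the 2597 mesenchymal-like cells, against 12.1% of Müller glia-like cells. STMN2 was detected in 97.7% and MAP2 in 86.0% of the 351 neuron-like cells, while mesenchymal-like cells had 3.12% and 3.43%. TOP2A, needed to separate chromosomes at mitosis, was detected in 82.2% of the 467 proliferating cells, against 3.36% of cluster C. Free RNA, doublets and low expression were not told apart in the shares of the other cell types, at median depths of 7642.5 UMIs per cell in cluster C, 6693 in mesenchymal-like and 8607 in Müller glia-like cells. A name was given where at least 3 listed markers of a cell type were raised in a cluster with a lead of at least 2 markers over the next type. No name was given where the strongest gene was a marker of another type, or where the 10 strongest genes held more markers of another type than of the one to be named. The markers were listed before the data were examined, and these rules were set afterwards. They left 6 clusters without a name: cluster D (CXCL8 and GDF15, with 4 mesenchymal markers raised but CD68, a marker of macrophages, among its 10 strongest genes), cluster F (AGT in 78.7% of cells, APOA1), cluster H (CDON, MT1X), cluster J (HSD17B2, COL9A1), cluster K (5 neuron markers raised, among them DCX in 50.6% of cells, but TTR, a marker of pigmented epithelium and choroid plexus, as strongest gene) and cluster L (STC2, CDKN1A, TRIB3).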

Based on these clustering analyses, we analyzed both the cellular and transcriptional heterogeneity associated with “intrinsically” differentiated organoids. 

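The make-up of the organoids varied widely within both conditions. Photoreceptor-like cells ranged from 3.91% of the cells of METH-treated organoid M2 to 52.9% of M1, and Müller glia-like cells from 4.09% of NT2 to 22.6% of NT3. Mesenchymal-like cells made up 8.26% ± 4.14 of control organoids (SD, n = 8) and 17.7% ± 11.3 of METH-treated organoids (SD, n = 6), with 39.3% in M5. Astrocyte-like cells made up 3.99% ± 2.84 of control organoids (SD, n = 8) and 5.47% ± 4.39 of METH-treated organoids (SD, n = 6). No class passed the test. In exact two-sided permutation tests over all splits of the organoids, mesenchymal-like cells had p = 0.0156 and an adjusted p of 0.219 over the 14 classes and unnamed clusters, photoreceptor-like cells p = 0.389, Müller glia-like cells p = 0.124 and astrocyte-like cells p = 0.459. The first principal component of the shares carried 53.9% of their variance, with photoreceptor-like cells weighing most. Cluster K made up on average 1.72% of the organoids of the first set and 6.87% of those of the second, and cluster D 13.5% and 5.32%.

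**Figure D1:**
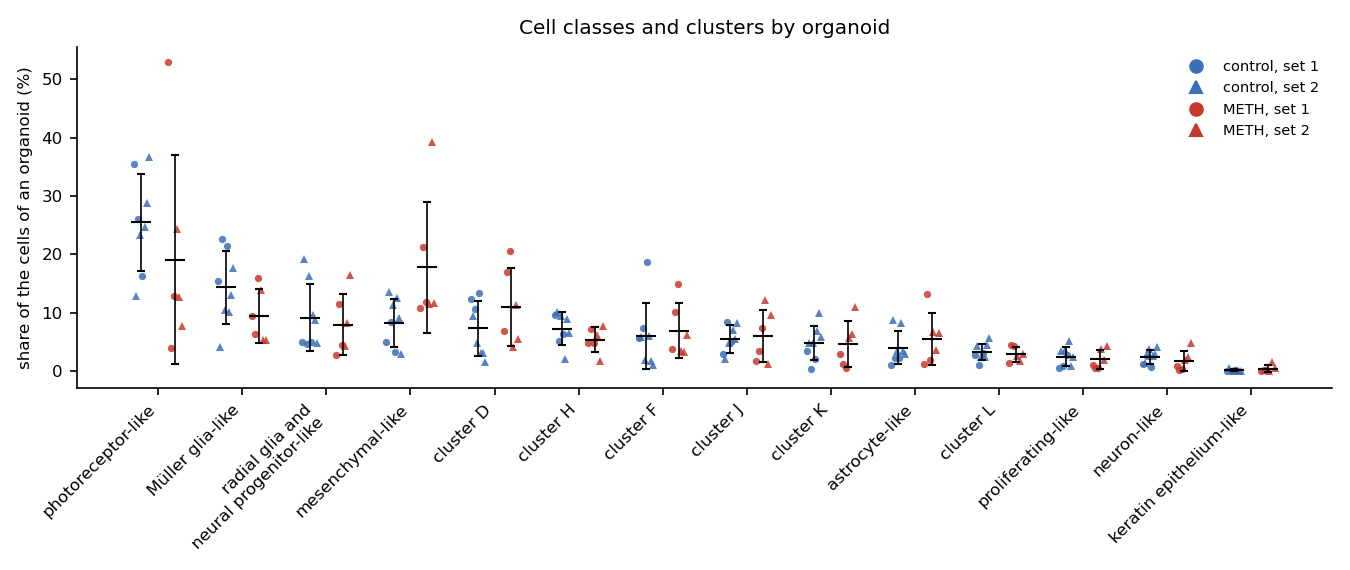
Share of the cells of each organoid (percent) in each class or unnamed cluster. Points are organoids, circles those of the first set and triangles those of the second, and black marks give the mean and SD of 8 control and 6 METH-treated organoids; the photoreceptor-like share spans 3.91% to 52.9%.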

As expected, we found a difference in cellular compositions between organoids and batches (Fig. S1A–C), consistent with previous publications observing an inherent heterogeneity within cerebral organoid models [12, 17]. However, averaging the transcriptional profiles of cells from individual organoids within each cluster (Fig. S1A–C) suggested that while the cellular compositions of each organoid vary, the transcriptomes are largely conserved across organoids and batches within each identified cluster. Thus, comparing bulk RNA-seq data between individual organoids may be biased due to differing organoid heterogeneity but single-cell approaches can be utilized to determine drug effects within specific cell types with minimal bias induced by organoid heterogeneity.

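Cells of a cluster had similar profiles in different organoids. The clusters were formed on the same expression values, so a higher correlation within than between clusters is partly built in. The median Pearson correlation across genes was 0.923 between 2 organoids within a cluster (899 pairs), 0.8996 between clusters of the same organoid and 0.874 between different clusters of different organoids. Photoreceptor-like cluster C had the highest median within a cluster, 0.956, and cluster L the lowest, 0.862. Within a cluster, control organoids correlated with METH-treated organoids (median 0.9234) as they did with organoids of their own condition (0.9229). The correlation was 0.941 between organoids of the same set and 0.911 between the sets. These values use log2(CPM + 1) over all genes for organoids with at least 20 cells of the cluster, and genes are not replicates, so no test was made. Over the variable genes alone the medians were 0.835 within a cluster and 0.694 between clusters of the same organoid.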

### METH-induced differential gene expression in single-cell resolution

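Over all cells of an organoid, no gene passed the test for a difference between METH-treated and control organoids. The genes with the smallest p were TMEM176A, the antiviral genes BST2 and LY6E, the transcription factor JUN and the protease HTRA3 on the higher side. TMEM176A had a log2 fold change of 1.24 (SE 0.22), with a level in each METH-treated organoid above that of every control organoid. BST2 had 1.49 (SE 0.27) and LY6E 1.495 (SE 0.28), both with an adjusted p of 0.298 from edgeR. On the lower side stood ZNF354B (-0.91), the complex I subunit NDUFS1 (-0.40), the RNA helicase DDX39B (-1.27), LYST (-0.69) and FAM161B (-0.73). Of 15493 genes tested, edgeR called 0 at an adjusted p under 0.05, with 1177 at an unadjusted p under 0.05, a number reached by 24 of 100 splits of the organoids (highest 3178), while DESeq2 called 22, of which 21 were higher and NDUFS1 was lower. With the 2 sets of organoids as a term, chosen after seeing the data, edgeR called 0 as well (2400 at an unadjusted p under 0.05, reached by 5 of 100 splits). The second set alone gave 94 genes, 15 higher and 79 lower, and the first set alone 0 (597 at an unadjusted p under 0.05). With the term, leaving out M1 gave 335 genes, leaving out M3 gave 6, leaving out M6 gave 4, and leaving out M4 or NT6 gave 1. Within the 11 classes and unnamed clusters with enough cells, edgeR called 1 gene, MFAP4, a protein of elastic fibres, in cluster L (log2 fold change 2.43, SE 0.33, adjusted p = 0.00406), a call that ended when the minimum was set to 10 cells per organoid. MFAP4 had a UMI in 21.5% of the cells of cluster L and 83.6% of mesenchymal-like cells. It called 0 in the other 10, with 116 genes (cluster F) to 447 genes (photoreceptor-like cells) at an unadjusted p under 0.05, while DESeq2 called 1 gene in cluster K, 2 in cluster L and 1 in mesenchymal-like cells. In data simulated with known changes, the test over all cells found 46.0% of the genes with a 2-fold change and 96.0% of those with a 4-fold change. These shares need not hold for genes that vary widely between organoids. HP, with a log2 fold change of 3.28 (SE 1.03), was not called.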

To determine the effect of METH on organoids in a cell-type-specific manner, we performed differential gene expression analysis between control and METH-treated group (Fig. 2 and S2). 

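The genes that the heatmap of downregulated genes in Fig. 2a labels were lower on average in METH-treated organoids, by amounts that did not pass the test. Over all cells, 47 of its 48 genes had a negative log2 fold change and 14 of them an unadjusted p under 0.05, with a median of -0.59. The study chose these genes on the same samples, so their direction is not independent evidence. RIMS2, a protein of synaptic vesicle release, had a log2 fold change of -1.13 (SE 0.39), PTPRZ1, a receptor phosphatase of radial glia, -1.27 (SE 0.65), and MAP2, a protein of dendrites, -0.85 (SE 0.52). The photoreceptor genes NRL (-0.19) and GNGT1 (-0.12) lay close to 0, and SCD, an enzyme of lipid synthesis, had 0.05 (SE 0.39). None had an adjusted p under 0.05 in edgeR, and none was among the genes called by DESeq2. In both sets of organoids 42 of the 48 were lower. CDR1-AS had 0.47 in the first set and -2.38 in the second, and HMGA1 -1.26 and 0.30. MT-ND4L, DST and REV3L were above 0 in the first set, and SCD in both. Log2 fold changes also followed transcript length across the genes tested, with a Spearman's rho of -0.364 over all organoids. In the permutation test over all organoids the rho was -0.360 (p = 0.202), and within the sets it was -0.273 (p = 0.0116).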

Heatmap and dot-plot analysis showed the top 48 genes downregulated by METH treatment compared with control organoids in different cell-type-specific clusters (Fig. 2a, b). 

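Genes of the cell cycle and of neural progenitors went both ways between METH-treated and control organoids. Of 22 genes of DNA replication (G1/S), 9 were higher and the median log2 fold change was -0.04. Of 22 genes of mitosis (G2/M), 6 were higher and the median was -0.13. Regulators of neural progenitors were split evenly, 12 of 24 higher, with a median of -0.05, and 9 of 24 genes of neuronal differentiation were higher, with a median of -0.09. Within classes the medians over classes were -0.02 for G1/S (above 0 in 3 of 11), 0.15 for G2/M (8 of 11), 0.03 for progenitors (7 of 11) and close to 0 for neuronal differentiation (above 0 in 4 of 11). A single organoid turned each of the medians over all cells, which ran from -0.11 (without M4) to 0.07 (without NT6) for G1/S, from -0.41 (M6) to 0.03 (M3) for G2/M, from -0.14 (M6) to 0.06 (M1) for progenitors and from -0.59 (M6) to 0.02 (M3) for neuronal differentiation. Cells of the proliferating cluster made up 2.40% ± 1.61 of control organoids (SD, n = 8) and 1.97% ± 1.67 of METH-treated organoids (SD, n = 6; exact permutation test, two-sided, p = 0.624). None of the 4 lists, all fixed before the data were examined, passed camera with an estimated correlation (adjusted p = 0.974, 0.905, 0.905 and 0.660 in the order given), and no member passed when adjusted over the list alone. The test placed the G1/S genes on the higher side, unlike their median. The median of the mitosis genes was -0.77 in the first set of organoids and 0.12 in the second.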

The genes which downregulated are mostly involved in the regulation of NSC proliferation and neuronal differentiation during brain development. 

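Genes of synapses and of phototransduction were lower on average in METH-treated organoids, without passing the test. Of 24 genes of synapses, 23 were lower, with a median log2 fold change of -0.48, and 25 of 29 genes of phototransduction were lower, with a median of -0.22. RIMS2, PCLO and NLGN1, which act in transmitter release and synapse adhesion, had the smallest p among the synaptic genes. Synaptic genes were lower in 9 of the 9 classes and clusters in which the list could be tested. Photoreceptor-like cells made up 25.5% of control and 19.1% of METH-treated organoids on average, and with the first principal component of the class shares in the model phototransduction genes lay on the higher side (adjusted p = 0.878). Within classes the median of phototransduction genes was below 0 in 8 of 11, with a median over classes of -0.61. The photoreceptor gene NRL had a UMI in 32.9% of the cells of cluster D and 44.0% of cluster F. Values outside photoreceptor-like cells are therefore not told apart from free RNA. Transcripts that stay in the nucleus or encode chromatin proteins were lower in 17 of 21 cases, with a median of -0.33 (-0.08 in the first set and -0.32 in the second, -0.21 without M2). Relative to genes of about the same length their median was -0.09, with 8 of 21 above 0. MALAT1 and NEAT1 had log2 fold changes of -0.02 and 0.13 over all cells, without regard to length. Camera with an estimated correlation gave adjusted p = 0.283 for synapses, 0.556 for phototransduction and 0.563 for nuclear and chromatin transcripts. With a preset correlation of 0.01 all 3 lists were called lower (adjusted p = 2.97e-07, 0.00126 and 0.00245), as were genes of neuronal differentiation, calls that do not hold with the estimated correlation. Without M1 the median of phototransduction genes was -0.86 and without M2 -0.02, and that of synaptic genes without M2 was -0.26. Neurogenesis as a Gene Ontology term was not analysed here.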

Gene ontology (GO) analysis showed top nine downregulated pathways related to neurogenesis, neuronal system development, and cellular processes (Fig. S2B). In addition, we further identified top 50 genes are upregulated in response to METH treatment (Fig. 2c, d). 

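All 50 genes that the heatmap of upregulated genes in Fig. 2b labels had a higher mean in METH-treated organoids, though none passed the test in edgeR. Their median log2 fold change was 0.96, 31 had an unadjusted p under 0.05, and 48 were higher in both sets of organoids. The study chose them on the same samples, so this direction is not independent evidence. Genes of connective tissue were among them: MFAP4 at 60.2 CPM in control and 200.1 CPM in METH-treated organoids (log2 fold change 1.73, SE 0.43) and the collagen chain COL6A2 at 60.1 and 151 CPM (1.33, SE 0.32). Mesenchymal-like cells, of which 83.6% had a UMI of MFAP4, made up 8.26% of control and 17.7% of METH-treated organoids on average, and within these cells the matrix list had a median of -0.13. Among the labelled genes were also RARRES2, a chemokine-like protein (1.84, SE 0.56), the transcription factor CEBPD (1.51, SE 0.46) and CYP26A1, which breaks down retinoic acid (1.47, SE 0.54). HLA-DRA, which presents antigen, had 3.32 (SE 1.29) at 5.06 and 51.0 CPM. Ribosomal protein genes are labelled as well, such as RPS2 (0.58, SE 0.19). Ribosomal protein genes as a whole took 23.4% ± 1.55 of the UMIs in control organoids (SD, n = 8) and 25.8% ± 1.75 in METH-treated organoids (SD, n = 6; exact permutation test, two-sided, p = 0.0216, and 0.0339 within the sets, chosen after seeing the data). The difference was 0.751 percentage points in the first set and 3.47 in the second. COL6A2, BST2, LY6E and JUN are the labelled genes that DESeq2 called. RPL36A and HLA-DRA were the exceptions to the count over both sets, the first with -0.15 in the first set and the second not tested in the second.

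**Figure D2:**
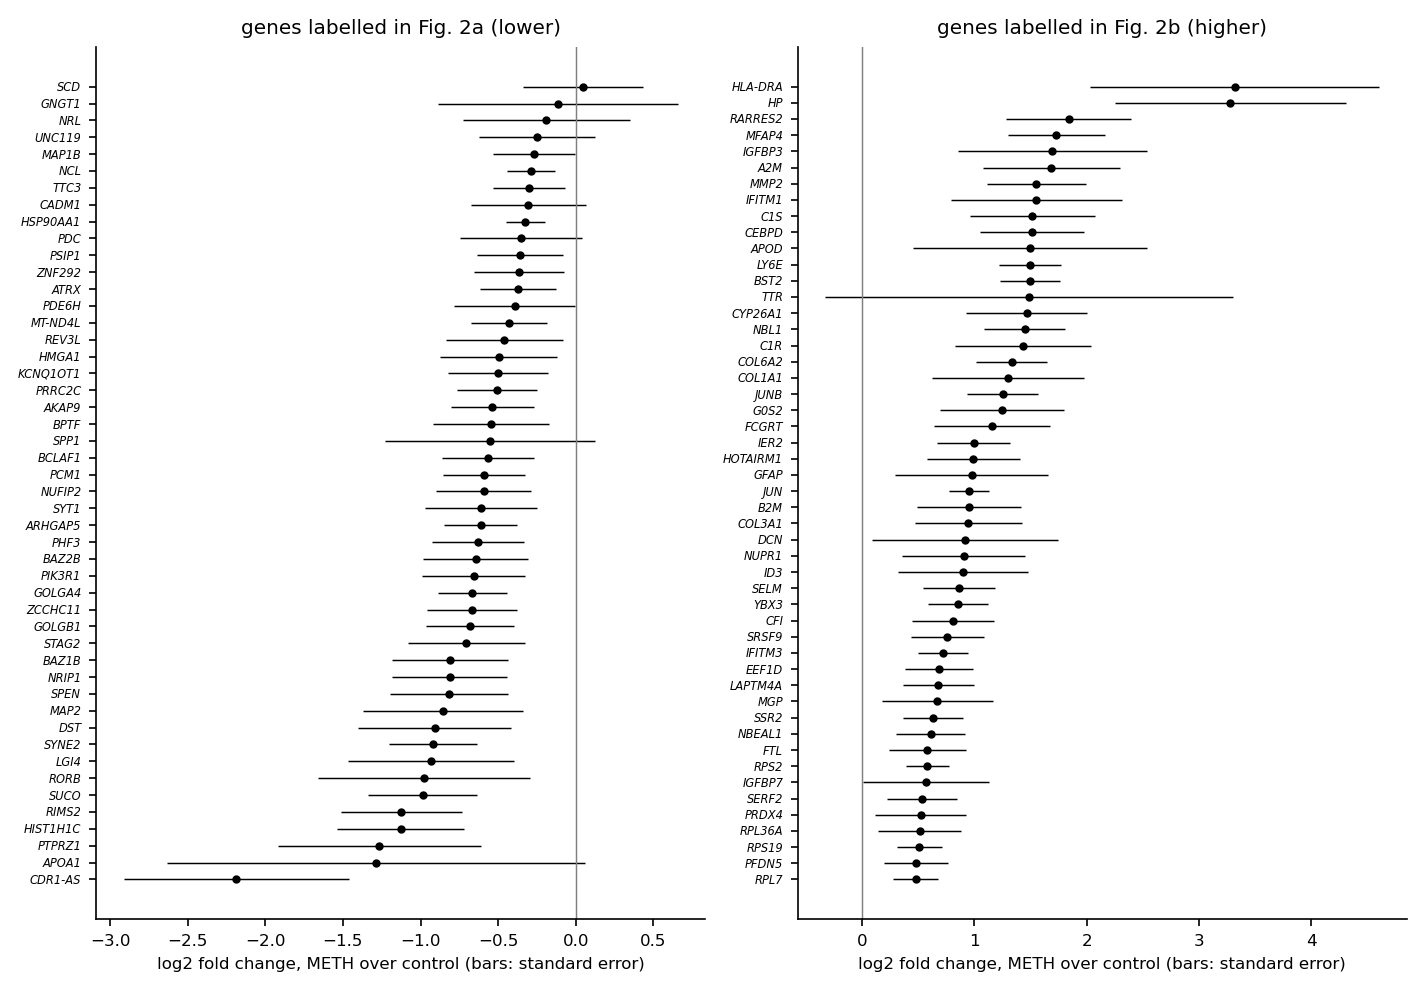
Log2 fold change (METH-treated over control, all cells) of the genes labelled in the heatmaps of Fig. 2, with bars of 1 SE. Of the 48 genes labelled as downregulated 47 lie below 0, and the 50 labelled as upregulated lie above 0.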

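Immediate early, interferon-stimulated and antigen presentation genes were higher on average in METH-treated organoids, although the lists did not pass the test over all cells. Of 26 interferon-stimulated genes, all 26 were higher, with a median log2 fold change of 1.06 and 13 higher when adjusted over the list alone. Immediate early genes were higher in 25 of 26 cases (median 0.68, 12 when adjusted over the list alone), MHC class I genes in 13 of 14 (median 0.49, 2 when adjusted over the list alone) and MHC class II genes in 8 of 8 (median 1.92, 6 when adjusted over the list alone). Complement genes (14 of 15, median 0.90), NF-kB targets (15 of 16, 0.88), cytokines and chemokines (13 of 16, 0.62) and genes of the oxidative stress response (20 of 25, 0.29) lay on the same side, with 0, 2, 2 and 0 of these members higher when adjusted over the list alone. Camera with an estimated correlation gave adjusted p = 0.0833 for the first 2 lists, 0.252 for MHC class I, 0.188 for MHC class II and NF-kB targets, 0.264 for complement, 0.220 for cytokines and 0.563 for oxidative stress. With a preset correlation all 8 were called, among 21 of 36 lists (17 higher and 4 lower), and none of these calls holds with the estimated correlation. The matrix genes of connective tissue, 20 of 20 higher with a median of 0.93 (adjusted p = 0.188), moved with them. A mean score per organoid, tried after camera had called 0 lists, gave 0 of 36 over all organoids and 6 in permutations within the sets. Leaving out an organoid gave 0 to 8, at sizes where a single list cannot pass by itself, while the score difference of immediate early genes stayed at 0.48 to 0.69. The score of interferon-stimulated genes differed by 0.51 in the first set and 1.24 in the second, that of MHC class I genes by 0.18 and 0.74, and that of immediate early genes by 0.61 and 0.58. Without M2 the medians were 0.20 for cytokines, 0.41 for complement genes, 0.43 for NF-kB targets and 0.17 for oxidative stress, which had 0.13 without M3 and 0.44 without NT5, and without M5 that of the matrix genes was 0.44.

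**Figure D3:**
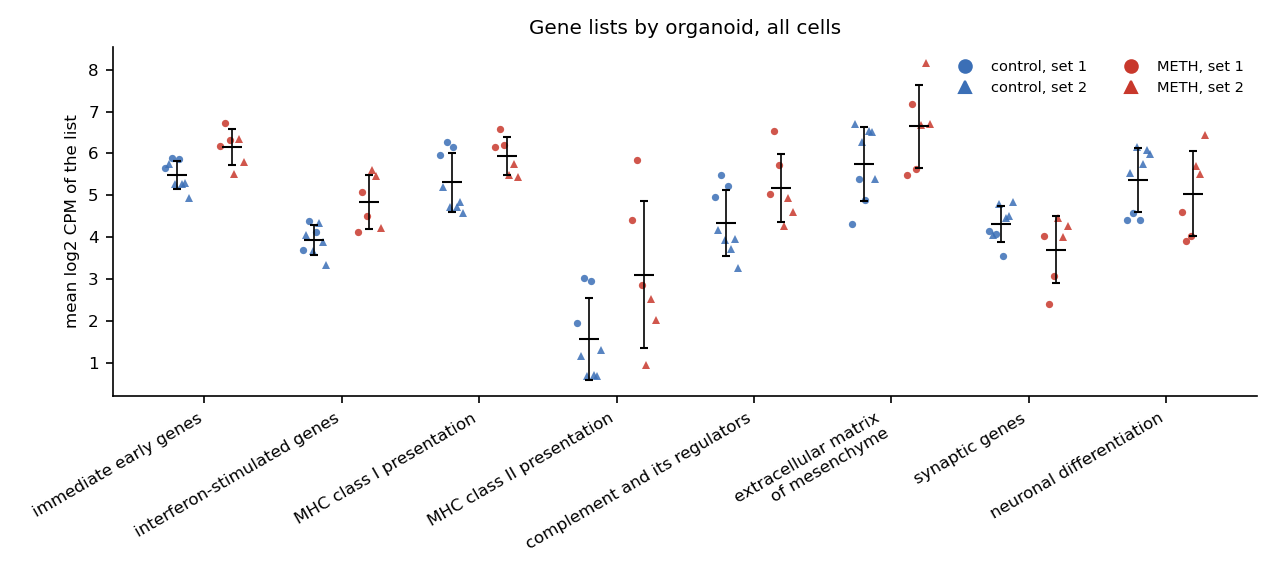
Mean log2 CPM of the members of a list in each organoid. Points are organoids, circles those of the first set and triangles those of the second, and black marks give the mean and SD; the mean of interferon-stimulated genes is 3.94 in control and 4.83 in METH-treated organoids.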

Further, GO analyses revealed that top 20 upregulated pathways belonged to inflammation/immune function, stimulus, cytokines, and oxidative stress response categories (Fig. S2A). Within the central nervous system, astrocytes play a key role in modulating brain development, neuronal plasticity, and the brain’s response to drug abuse [26, 27]. Indeed, METH treatment induced a robust effect at the transcriptomic level within the GFAP+ cortical astrocyte population in organoids (Fig. 2).

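In astrocyte-like cells, GFAP, B2M, A2M and HP had higher means in METH-treated organoids, and no gene passed the test. GFAP stood at 619 ± 225 CPM in control and 1184 ± 664 CPM in METH-treated organoids (SD, n = 5 each; log2 fold change 0.94, SE 0.37). B2M, the light chain of MHC class I, had 0.87 (SE 0.39) and A2M, a protease inhibitor, 0.96 (SE 0.44). HP, which binds free haemoglobin, had 3.03 (SE 1.65). M2, with 473 astrocyte-like cells, had 1278 CPM of HP over all cells, and the next METH-treated organoid 82.5 CPM. Without M2 the log2 fold change of HP over all cells was 1.03, against 3.28 with it. Of 6713 genes tested in this class, edgeR and DESeq2 each called 0, with 238 at an unadjusted p under 0.05 in edgeR, 95 higher and 143 lower. The 10 organoids with at least 20 such cells held 142000 to 3173300 UMIs in this class. In simulated data of this size, 26.8% of 2-fold and 87.8% of 4-fold changes were found. HP, at 3.03 in this class, was not called, so these shares need not hold for genes that vary widely between organoids. Camera with an estimated correlation called 0 lists here and with a preset correlation 8.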

**Fig. 2:**
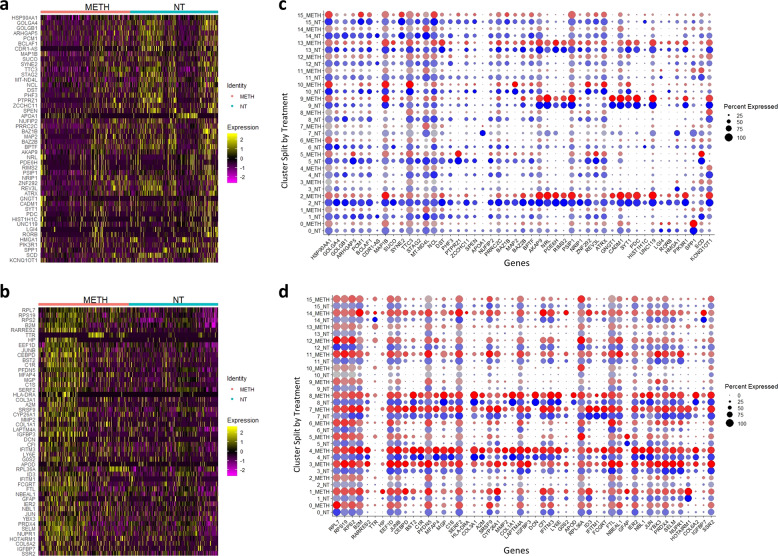
Top genes up and downregulated by METH treatment. **a** A heatmap with 48 downregulated genes as a response to METH treatment. The genes were found using Seurat to identify the markers that differed between the two treatment groups. The METH subset consists of all METH cells from all clusters together, represented as one group. **b** A heatmap with the top 50 upregulated genes identified as a response to METH treatment. The genes were found using Seurat to identify the markers that differed between the two treatment groups. The METH subset consists of all METH cells from all clusters together, represented as one group. **c** A dot plot of the 48 genes downregulated by meth treatment. Each cluster is divided by treatment, where blue dots represent cells from control organoid and red dots represent cells from METH-treated organoids. Darker shades of blue and red and size of dots represent greater expression of genes and percentage of cells expressing the gene. **d** A dot plot of the top 50 genes upregulated by meth treatment. Each cluster is divided by treatment, where blue dots represent cells from control organoid and red dots represent cells from METH-treated organoids. Darker shades of blue and red and size of dots represent greater expression of genes and percentage of cells expressing the gene.

### METH-induced neuroinflammation in cerebral organoid model

Because glial cells, such as oligodendrocytes and astrocytes, regulate neuronal and synaptic functions, neural–glial and neuroimmune interactions represent a potentially important mechanism through which drugs may alter synaptic plasticity [28, 29]. The upregulation of immediate early response genes (*JUN, FOS, IER2*, and *IER3*), complement factors (*C1S, C1R*), cytokines (*CXCL8*), and factors playing role in immune system such as B2M and A2M suggested that organoids may be immunocompetent, and that METH induces neuroinflammation within organoid astrocytes (Fig. 3a–d and S3). 

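The immediate early, complement and immune genes named here were all higher on average over the cells of METH-treated organoids, by a factor that varied between organoids. JUN (chromosome 1, 58776845 to 58784048, GRCh38) stood at 567.7 ± 98.2 CPM in control organoids (SD, n = 8) and 1098 ± 298 CPM in METH-treated organoids (SD, n = 6). This is a log2 fold change of 0.95 (SE 0.18), with 4 of the 6 METH-treated organoids above every control organoid. FOS, its partner in AP-1, had 0.71 (SE 0.22), IER2 0.99 (SE 0.32) and IER3 0.94 (SE 0.52). C1S and C1R, the proteases of the first complement component, lie side by side on chromosome 12 (6988259 to 7071032 and 7080214 to 7092540) and had 1.52 (SE 0.55) and 1.43 (SE 0.60). The chemokine CXCL8 had 1.35 (SE 1.23), B2M over all cells 0.95 (SE 0.46) and A2M 1.68 (SE 0.61). edgeR's adjusted p was 0.298 for JUN and 0.623 to 0.747 for the other 8 genes, and DESeq2 called JUN alone among the 9. Adjusted over the list of genes the paper names alone, JUN, FOS, IER2, C1S and A2M are under 0.05, but the study chose these genes on the same samples. Within classes and clusters the medians of immediate early genes were smaller, at 0.35 for JUN, 0.42 for FOS, 0.54 for IER2 and 0.35 for IER3. So was that of CXCL8, at 0.29 in the 4 where it could be tested. JUN ran from -0.20 in astrocyte-like cells to 0.94 in cluster D, and FOS from -0.18 in astrocyte-like cells to 0.64 in cluster K. IER3 ran from -0.47 in cluster J to 0.75 in photoreceptor-like cells, and was lower in 3 of 11. Each of the 9 was higher in both sets of organoids, JUN with 1.14 in the first and 0.72 in the second. Without METH-treated organoid M2 the log2 fold changes of C1S, C1R, A2M, B2M and CXCL8 were 0.82, 0.76, 0.85, 0.56 and -0.08. With M4 to M6, of the second set, against the controls of both sets IER3 and CXCL8 had -0.13 and -2.16. B2M stood at 1024, 1678 and 1169 CPM in M4, M5 and M6, beside a mean of 1244 CPM in control organoids of both sets. Within the second set its log2 fold change was 1.02. A2M and C1S were also more abundant in mesenchymal-like cells than in any other cluster, with log2 folds of 3.70 and 2.87 over the other cells. From the upregulation of these genes, the paper proposes that organoids may be immunocompetent and that METH induces neuroinflammation within their astrocytes.

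**Figure D4:**
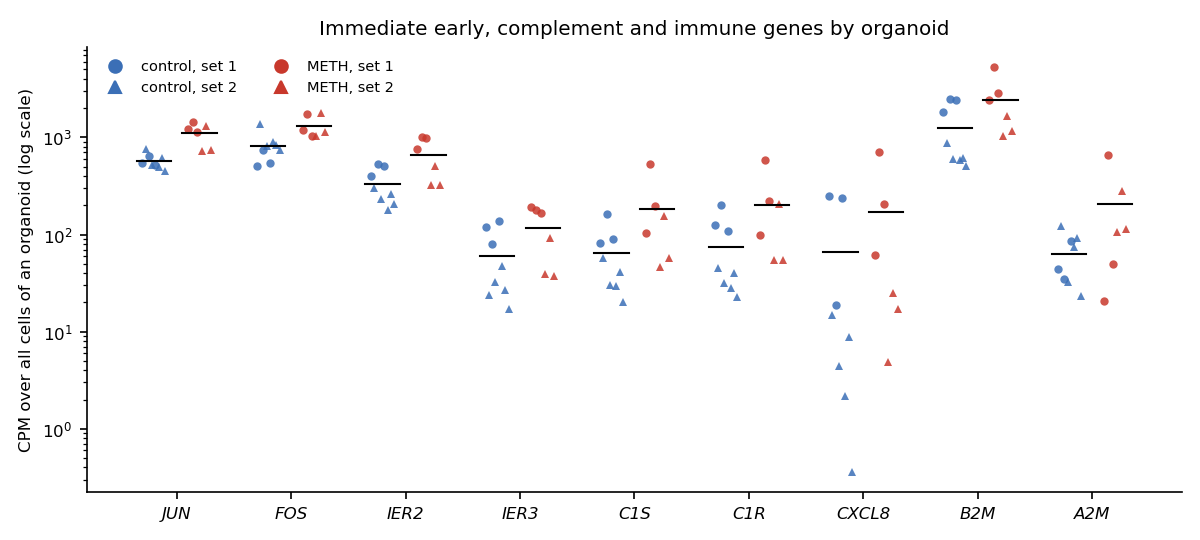
Level of each gene (CPM over all cells, log axis) in each organoid. Points are organoids, circles those of the first set and triangles those of the second, and lines are the means of 8 control and 6 METH-treated organoids; the means of JUN are 567.7 and 1098 CPM.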

To determine whether the upregulation of immediate early genes, immune response related genes, and complement factors were specifically upregulated in astrocytes or upregulated across all cell types in response to METH treatment, we analyzed *IFITM3*, *NFKBIA, JUNB, C1S, B2M, A2M*, and *NLRP1* expression across all clusters in METH-treated and control cells (Fig. 4a and S4A, B). These analyses revealed that, in general, METH upregulated immediately early genes, apoptotic genes, immune response genes, and complement factors across most cell types (Fig. 3a–d and S3). These data suggest that cerebral organoids may be utilized to model diseases which have a neuroimmune or neuroinflammatory etiology or pathology.

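Within classes of cells, most of these genes were higher on average in METH-treated organoids, in photoreceptor-like and glia-like cells alike. JUNB, an AP-1 component, was higher in 11 of 11 classes and clusters, with an unadjusted p under 0.05 in 10 of them and log2 fold changes of 0.51 to 1.22. B2M, IFITM3, NFKBIA and NLRP1 were also higher in 11 of 11, and C1S and A2M in the 9 in which each could be tested. The classes share their organoids, so these counts are not independent, and free RNA may enter them too. C1S had its lowest value, 0.24, in mesenchymal-like cells and its highest, 1.66, in cluster J, and A2M ran from 0.41 in mesenchymal-like to 1.90 in photoreceptor-like cells. C1R had -0.03 in mesenchymal-like and 2.24 in photoreceptor-like cells. These 3 genes had their highest level in mesenchymal-like cells, whose share was larger in METH-treated organoids (17.7% against 8.26%), so their values in other classes are not told apart from free RNA. Over all cells JUNB had 1.25 (SE 0.32), NFKBIA 0.99 (SE 0.36) and IFITM3 0.72 (SE 0.22), each with an adjusted p of 0.623 from edgeR. No gene of this group had an adjusted p under 0.05 in a class, in edgeR, except that JUNB was called in mesenchymal-like cells with the sets of organoids as a term. Interferon-stimulated genes as a list were higher in 11 of 11 classes and passed camera with an estimated correlation in cluster K (9 of 9 members, among them IFI6 and ISG15, adjusted p = 0.0274) and cluster L (8 of 8, adjusted p = 0.0472). The call in cluster K was lost with fry and with the sets as a term, and that in cluster L with the sets as a term. Whether the difference in astrocyte-like cells was unlike that in another class was tested within organoids for 7 genes against up to 10 classes. Of 70 exact permutation tests 0 passed, and 1 had an unadjusted p under 0.05: NFKBIA was raised less in astrocyte-like cells than in cluster K, by a log2 difference of -0.57 (p = 0.0159, before adjustment). At most 5 control and 5 METH-treated organoids had enough astrocyte-like cells. Their splits are too few for a single test to pass by itself after adjustment, so these tests cannot decide whether astrocyte-like cells differ.

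**Figure D5:**
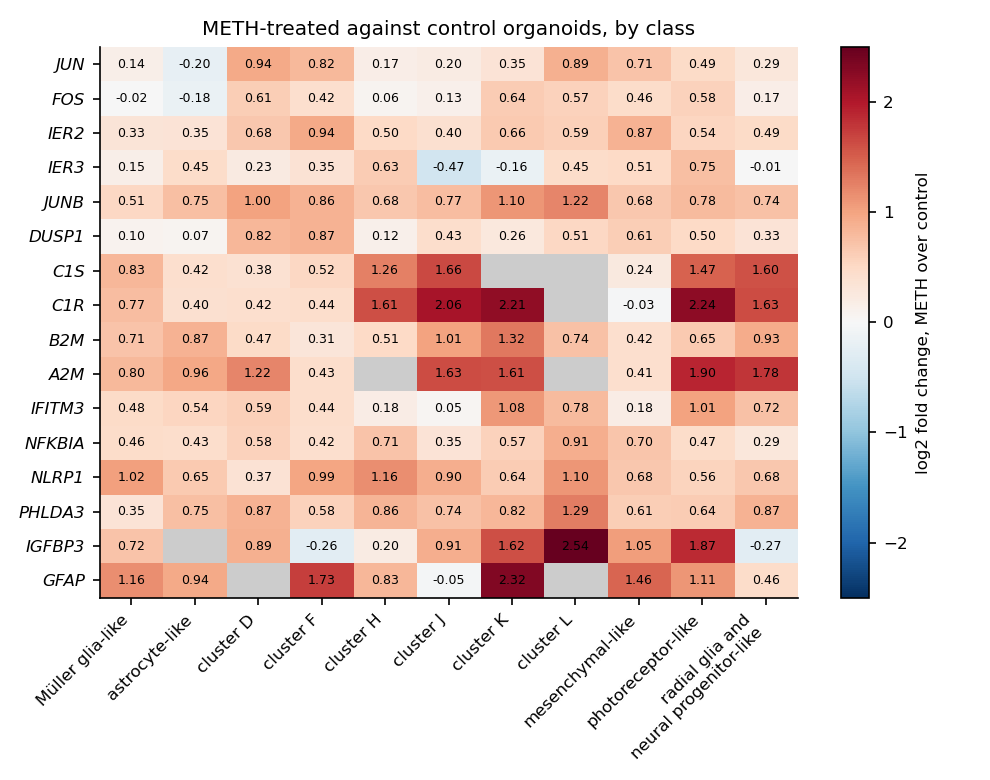
Log2 fold change (METH-treated over control) of genes named in the paper in each class or unnamed cluster of cells. Grey fields were not tested for lack of counts; JUNB lies between 0.51 and 1.22 in every class.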

**Fig. 3:**
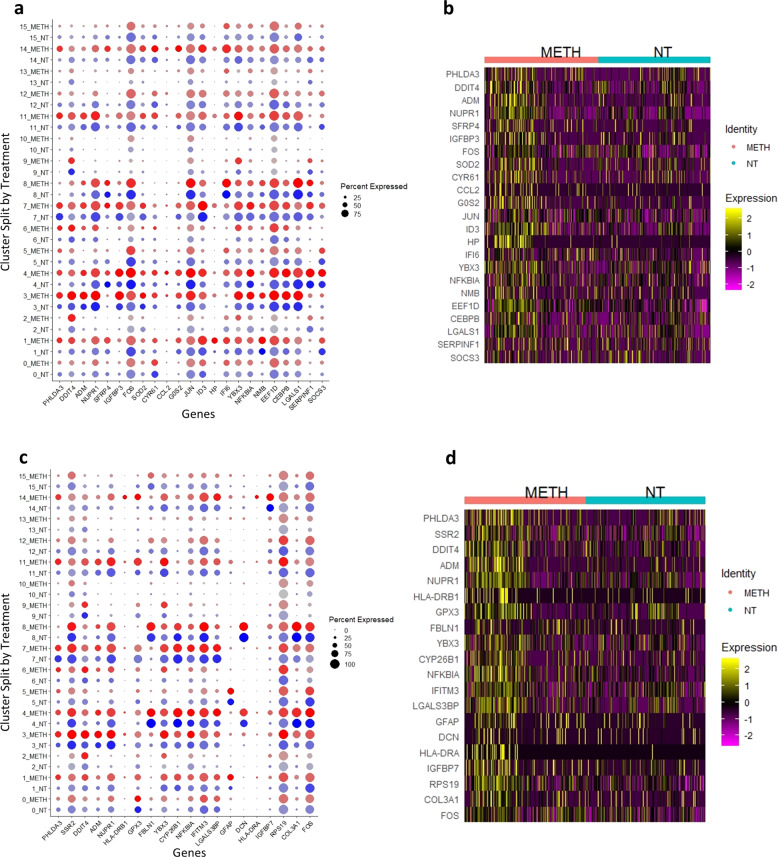
METH treatment upregulates the genes related to inflammation, apoptosis and stress. **a** A dot plot of the genes from the set of genes upregulated by METH (Fig. 2b) treatment identified by PANTHER to be related to apoptosis and cell death. Each cluster is divided by treatment, where blue dots represent cells from control organoid and red dots represent cells from METH-treated organoids. Darker shades of blue and red and size of dots represent greater expression of genes and percentage of cells expressing the gene. **b** A heatmap of the same genes from Fig. 3a separated by treatment, for a holistic view of the data. **c** A dot plot of the genes from the set of genes upregulated by METH (Fig. 2b) treatment identified by PANTHER to be related to stress. Each cluster is divided by treatment, where blue dots represent cells from control organoid and red dots represent cells from METH-treated organoids. Darker shades of blue and red and size of dots represent greater expression of genes and percentage of cells expressing the gene. **d** A heatmap of the same genes from Fig. 3c separated by treatment, for a holistic view of the data.

**Fig. 4:**
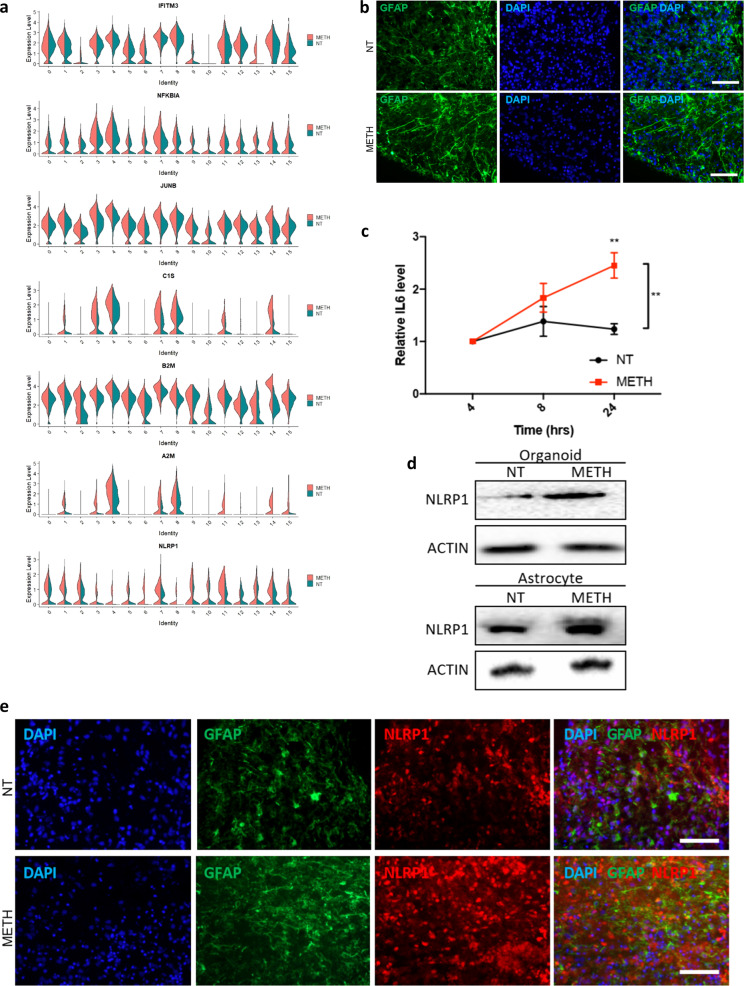
METH treatment induces neuroinflammation within cerebral organoids. **a** Violin plots showing scRNA-seq expression of immune response genes (*IFITM3*, *NFKBIA*), immediate early response genes (*JUNB*), inflammatory genes (*NLRP1*), complement factor (C1S), and factors regulating immune system (*B2M* and *A2M*) genes in all clusters in control (NT) and METH-treated (METH) organoids. **b** Untreated (top row) and METH-treated (bottom row) cerebral organoids immunostained for astrocyte marker GFAP (green) and DAPI (blue). Scale bar represents and 100 µm. **c** Relative expression of IL-6 as measured by ELISA. Supernatant from control and METH-treated organoids was collected at 4, 8, and 24 h post treatment and analyzed by ELISA. IL-6 expression levels were normalized to early 4 h expression levels to account for differences in organoid volume and heterogeneity. **p value < 0.01. **d** Immunoblot of control (NT) and METH-treated whole organoid lysates (top) and monolayer neural stem cell-derived astrocytes (bottom) for NLRP1 and GAPDH after 1 week of treatment. **e** Untreated (top row) and METH-treated (bottom row) cerebral organoids immunostained for astrocyte marker GFAP (green), inflammasome component NLRP1 (red), and DAPI (blue). Scale bar represents 100 µm.

To validate these scRNA-seq findings, the neuroinflammatory response of METH-treated organoids was assessed at the protein level. During neuroinflammation, astrocytes are activated, resulting in morphological and phenotypic changes [30]. Thus, we first evaluated the extent of astrogliosis within METH-treated organoids by immunostaining for GFAP (Fig. 4b). During METH treatment, organoids exhibited both an increase in GFAP expression and thicker GFAP+ filaments (Fig. 4b), suggesting that METH treatment activated cerebral organoid derived astrocytes.

During astrogliosis, activated astrocytes express elevated levels of cytokines and chemokines [30]. Thus, we then analyzed the time-dependent expression of IL-6, a known pro-inflammatory cytokine triggered by drug abuse [29], by enzyme-linked immunosorbent assay (ELISA) (Fig. 4c). As suspected, cerebral organoids treated with METH expressed elevated levels of IL-6 relative to its steady state expression in a time-dependent manner.

In addition, scRNA-seq data revealed an upregulation of NLRP1, a component of the inflammasome complex that may instigate the release of pro-inflammatory cytokines and activation of caspases (Fig. 4e). 

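NLRP1, a sensor that assembles an inflammasome, was higher on average in METH-treated organoids and did not pass the test. It stood at 100.0 ± 43.4 CPM in control organoids (SD, n = 8) and 156 ± 76.4 CPM in METH-treated organoids (SD, n = 6), a log2 fold change of 0.64 (SE 0.34, adjusted p = 0.669 from edgeR). The caspases CASP1 and CASP4 and the pore protein GSDMD had the smallest p among 8 inflammasome genes, of which 7 were higher, with 2 when adjusted over the list alone. GSDMD was among the genes called by DESeq2. NLRP1 had a log2 fold change of 0.82 in the first set of organoids and 0.09 in the second. With METH-treated organoids M4 to M6, of the second set, against the controls of both sets it was -0.17. The list had an adjusted p of 0.156 with an estimated correlation.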

Immunostaining for NRLP1 expression in organoids revealed both an increase in GFAP expression as well as increased NRLP1, suggesting a neuroinflammatory reaction to METH treatment (Fig. 4e). In addition, METH treatment increased NLRP1 expression in lysates from whole organoids treated with METH and lysates from monolayer NSC-derived astrocyte cultures (Fig. 4d). In all, these data suggest that METH treatment induced a neuroinflammatory response in astroglial cells within cerebral organoids, thus providing evidence that organoid derived-glial cells are functionally active. METH induces cell cycle arrest and dysregulates differentiation. In addition to increased immediate early gene, apoptotic genes, complement factor, and neuroinflammatory gene expression following METH treatment, we observed an increase in insulin like growth factor binding protein-3 (IGFBP-3), FOS, and cell cycle regulator PHLDA3 expression in various neuronal cell types including astrocytes (Fig. 5a). Previous studies have shown that METH treatment enhanced embryonic oxidative DNA damage, thereby resulting in neurodevelopment deficits [31]. In addition, prior studies highlighted the role of IGFBP-3, PHLDA3, and FOS in the regulation of neural progenitor cell proliferation, differentiation, cell cycle, and cell survival pathway Akt [32–36]. Thus, we analyzed the effect of METH on IGFBP-3 expression and potential cell cycle arrest during NSC proliferation and differentiation. 

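IGFBP3, a binding protein of insulin-like growth factors, and PHLDA3, a target of p53 that restrains AKT, were higher on average in METH-treated organoids. IGFBP3 stood at 200 ± 205 CPM in control organoids (SD, n = 8) and 648 ± 566 CPM in METH-treated organoids (SD, n = 6), a log2 fold change of 1.69 (SE 0.84). PHLDA3 stood at 65.7 ± 47.8 CPM (SD, n = 8) and 125 ± 70.8 CPM (SD, n = 6), with 0.92 (SE 0.42). By class, PHLDA3 was higher in 11 of 11, FOS in 9 of 11 and IGFBP3 in 8 of the 10 in which it could be tested. IGFBP3 ranged from -0.27 in radial glia and neural progenitor-like cells to 2.54 in cluster L. In astrocyte-like cells it did not pass the filter on low counts and was not tested, which does not show that it was absent. FOS ranged from -0.18 in astrocyte-like cells to 0.64 in cluster K. Over all cells the adjusted p from edgeR was 0.663 for IGFBP3 and 0.652 for PHLDA3, and none of the 3 genes was called in a class. IGFBP3 had 1.37 in the first set of organoids and 1.41 in the second, but -0.43 with M4 to M6, of the second set, against the controls of both sets. Of 13 genes of the insulin-like growth factor axis 10 were higher (median 0.49), and of 20 p53 targets 17 were higher (median 0.19, from 0.11 without M2 to 0.31 without M1), with adjusted p = 0.156 and 0.437 with an estimated correlation.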

METH increased the expression of IGFBP-3, FOS, and PHLDA3 across almost all cell types within cerebral organoids (Fig. 5a). Thus, we hypothesized that the effect of insulin like growth factor-1 plays an important role in the proliferation and differentiation of neural progenitor cells and would be most impactful on symmetrically and asymmetrically dividing NSCs during embryonic development. NSCs in cerebral organoids treated with METH exhibited decreased proliferation as evidenced by a decrease in Ki67+ Nestin+ cells (Fig. 5b). These findings were validated in BrdU treated, homogeneous, monolayer NSC cultures treated with METH for a week (Fig. 5c, d and S5). Both BrdU+ and Ki67+ NSCs were significantly decreased.

**Fig. 5:**
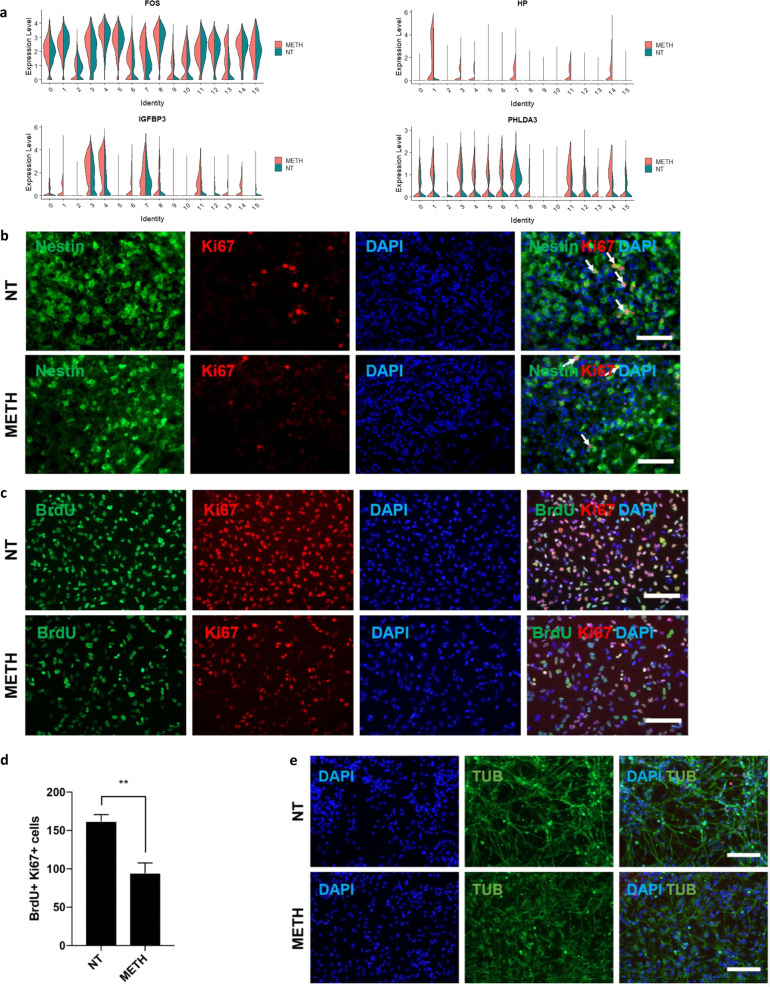
METH treatment attenuates neural stem cell proliferation and differentiation. **a** Violin plots showing scRNA-seq expression of *FOS, IGFBP3, HP*, and *PHLDA3* in all clusters in control (NT) and METH-treated (ME) organoids following 1 week of treatment. **b** Untreated (top row) and METH-treated (bottom row) cerebral organoids immunostained for neural stem cell marker Nestin (green), proliferation marker Ki67 (red) and DAPI (blue) after 1 week of treatment. Scale bar represents and 100 µm. **c** Untreated (top row) and METH-treated (bottom row) monolayer neural stem cells immunostained for BrdU (green), proliferation marker Ki67 (red) and DAPI (blue) after 1 week of treatment with 5 µM METH. Scale bar represents and 100 µm. **d** Quantification of BrdU+ Ki67+ neural stem cells in five fields at 20×. **e** Untreated (top row) and METH-treated (bottom row) monolayer neural stem cells immunostained for neuronal marker b-tubulin (green) and DAPI (blue) after 2 weeks of treatment with 5 µM METH during neural induction and neuronal differentiation. Scale bar represents 100 µm.

To determine the impact of METH-induced cell cycle arrest on brain development, we analyzed the effect of METH in NSCs during neuronal differentiation. METH-treated NSCs exhibited a decrease in b-tubulin + neuron following 2 weeks post neuronal induction (Fig. 5e). These findings highlight the negative impact of METH treatment during neurodevelopment and neuronal differentiation.

## Discussion

“Intrinsic” cerebral organoids are a unique model system in which human cell type specification, self-organization, and heterogeneous intercellular communication occur simultaneously in an undirected manner in vitro. While previous publications have utilized scRNA-seq to classify cellular diversity within cerebral organoid models [15, 17] and others have utilized pseudotemporal ordering to analyze the transcriptional programs which control neuronal differentiation [19, 37–39], the majority of these studies have focused on the NSC and neuronal populations within 3D cerebral organoid models. Yet, astrocytes are also functionally diverse and are the largest class of glial cells in the mammalian brain. Functionally, they are implicated in trophic support, maintaining blood brain barrier, regulating neurogenesis, as well as metabolic support to neurons [20, 40]. Moreover, there are many types of astrocytes classified based on the morphology and expression of specific proteins in rodents, human, and nonhuman primates. Various signaling molecules such as MAPKs, NF-kB, and JAK-STAT regulate the gene expression profile in astrocytes in numerous physiological states and contribute to the generation and maintenance of glial diversity. Thus, here we utilized scRNA-seq to characterize cerebral organoids and study the effects of prenatal METH exposure on fetal brain development using cerebral organoid models. Moreover, this is, to the best of our knowledge, the first use of single-cell RNA-seq to evaluate glial cell diversity and the first example of neuro-immunity and neuroinflammation within cerebral organoids.

Here we utilized METH as a model system in which neuronal, NSC, and glial cells are adversely affected in cell-type-specific manners. Organoids were treated with METH over a 1-week-period to study the effect of prenatal METH exposure on the developing brain and scRNA-seq was utilized to identify differentially expressed genes following METH treatment.

We observed that astroglial cell types exhibited a robust transcriptional response when exposed to METH treatment. Astrocytes provide trophic support for neurons and surrounding cells and are involved in the regulation of transmission and synaptic activity, thus they represent a crucial component of the central nervous system when studying METH-related neurotoxicity and particularly cytokine and immune dysregulation, yet they are often overlooked [1, 27, 41].

Because astrocytes and other glial cells are integral in regulating synaptic plasticity and modulating the neuroimmune response during drug treatment, we analyze cytokine and neuroinflammatory marker expression at the RNA and protein level by scRNA-seq, ELISA, immunohistochemistry, and immunoblotting. In all, these data confirm that METH treatment elicits gliosis and neuroinflammation within cerebral organoids as indicated by enhanced IL-6 expression, overexpression of GFAP and NLRP-1. Consistent with our findings, it was recently found that neuroinflammation was induced in primary mice astrocytes and astrocytic cell lines treated with METH through the involvement of Toll-Like Receptor 4, caspase 11, and nuclear factor-Kappa B [42–44]. The induction of neuroinflammation resulted in neurotoxicity by upregulating cytokines IL-6 and IL-8 levels [42, 44]. Thus, this is, to the best of our knowledge, the first example showing cerebral organoids modeling neuroinflammation, thus making cerebral organoids a relevant model system for a range of diseases in which neuroinflammation contributes to pathogenesis.

In addition, cAMP signaling and glutamate regulation in the astrocyte population is disrupted by differential expression of *FOS*, *DUSP1*, and *JUN* which has potential neurotoxic implications [45]. 

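In astrocyte-like cells, FOS and JUN had lower means and DUSP1 a slightly higher mean in METH-treated than in control organoids, within the spread between organoids. These cells are a single cluster, while the paper names several clusters as astrocytes. FOS stood at 1587 ± 307 CPM in control and 1405 ± 189 CPM in METH-treated organoids (SD, n = 5 each). JUN stood at 869 ± 169 and 754 ± 155 CPM (SD, n = 5 each), a log2 fold change of -0.20 (SE 0.24). DUSP1, a phosphatase that turns off MAP kinases, had 0.07 (SE 0.29) in these cells, against 0.70 (SE 0.15, adjusted p = 0.545 from edgeR) over all cells, where DESeq2 called it. Of 11 genes by which glia take up and convert glutamate, 3 were higher over all cells, with a median of -0.36, from -0.57 without M6 to -0.16 without M1. That list had an adjusted p of 0.553 with an estimated correlation, and the edgeR adjusted p of the 3 genes in astrocyte-like cells was 0.999 or more.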

JUN and FOS form the AP-1 early response transcription factor well known to regulate the cellular response to drugs in addition to cell growth, differentiation, and apoptosis [46, 47]. As such, JUN and FOS play a key role in mediating METH-induced neurotoxicity [46]. Our analyses have placed well-established regulators of METH addiction, including *FOS* and *JUN*, *PHLDA3* and *IGFBP-3* into cell-type-specific expression networks with previously unestablished genes, suggesting a potential co-regulatory or causal relationship for future validation and therapeutic targeting.

In all, here we showed that organoid models, which are composed of a diverse range of glial, neuronal, and NSC types, are a powerful model system for analyzing the effects of drugs and neuroinflammatory disorders in the brain when coupled with scRNA-seq. Through these assays, we identified novel drug-induced gene correlation networks and established cerebral organoids as a physiologically relevant model system for studying complex neuroinflammatory diseases.

## Materials and methods

### Materials

#### Cells

H9 hESCs feeder-dependent and feeder-independent (from Wicell Research Institute, cat. No. WA09), H9 hESCs derived Human NSCs (hNSCs) were purchased from Gibco (cat. No. N7800200).

#### Growth media and supplements

DMEM-F12 medium (cat. no. 11320082), StemPro® NSC SFM—Serum-Free Human Neural Stem Cell Culture Medium (cat. No. A1050901), knockout serum replacement (KOSR, cat. no. 10828–028), MEM nonessential amino acids (MEM-NEAA, cat. No. 11140050). N_2_ supplement (cat no.17502048), B-27 supplement without vitamin A (cat. No. 12587010), B-27 supplement with vitamin A (cat. No. 17504044), glutamine/glutaMAX (200 mM, cat. No. 35050061, A2916801), Dispase (cat no. 17105–0412q), and Collagenase IV (cat. No. 17104019) were obtained from Invitrogen (USA). Fetal bovine serum (FBS, cat. No. 10438–018) and bovine serum albumin (BSA, BP9703–100) obtained from Fischer Scientific (Gibco, Invitrogen, USA). Heparin (cat. No. H3149), basic fibroblast growth factor (bFGF, F0291), and epidermal growth factor (EGF, E9644) were procured from Sigma-Aldrich (USA) while mTeSR1 medium (Cat. No. 05850) was procured from Stem cell Technologies (USA).

#### Chemicals and antibodies

METH (cat. No. M8750), 5′-bromo-2′-deoxyuridine (BrdU) (cat. No. B5002), beta-mercaptoethanol (cat. No. M7522), and primary antibody GFAP (anti-mouse, Sigma, G3893) were purchased from Sigma Aldrich (USA). Protein IP lysis buffer (cat. No. 87787) and protease and phosphatase inhibitors cocktail (Cat. No. A32955) was obtained from Pierce (USA) while Bio-Rad DC protein assay kit (Cat. No. 5000112) and chemiluminescence substrate (cat. No. 34580) were purchased from Thermo Scientific (USA). Optimal cutting temperature (OCT) compound (cat. No. 4583) was procured from Tissue-Tech (USA). Primary antibodies such as Ctip2 (anti-rat, cat. No. ab18465), Sox2 (anti-rabbit, ab97959), β-Tubulin III (anti-mouse, ab7751–100), and Nestin (anti-chicken, ab134017) were obtained from Abcam, (USA). Ki67 (anti-rabbit, Millipore AB9260), and PVDF membrane were obtained from Chemicon (Millipore, Billerica, MA, USA). Rabbit anti-β-actin (cat. No. 4970) and Nlrp1 (anti-rabbit, cat. No. 4990) primary antibodies were obtained from Cell Signaling Technology (Danvers, MA, USA), while mouse anti-BrdU (cat. No. sc-32323) primary antibodies was procured from Santa Cruz Biotechnology (Santa Cruz, CA, USA). Alexa Fluor 488, 594, and 647 conjugated secondary antibodies were purchased from Molecular Probes (Invitrogen, USA). Anti-fade mounting medium with DAPI was obtained from Vector Labs (Vectashield, Vector Laboratories, CA).

### Cell culture and organoid generation

All studies were conducted in accordance with approved IRB protocols by the University of California, San Diego. H9 hESCs (WA09) from WiCell was cultured on a feeder layer of irradiated mouse embryonic fibroblasts or under feeder-free matrigel coated conditions following previously established protocols. Feeder-dependent H9 hESCs were detached from their feeder layer using 1 mg/ml collagenase (dissolved in DMEM-F12 medium) for 15–20 min at 37 °C in CO_2_ incubator and 0.5 mg/ml dispase (dissolved in DMEM-F12 medium) for an additional 15 min at 37 °C in CO_2_ incubator. Wells were washed with media to collect floating undifferentiated hESCs and colonies were dissociated using Accumax or Versene solution at 37 °C for 10 min to generate a single-cell suspension. At day 0, embryoid bodies were formed using the hanging drop method with 4500 cells/drop in DMEM/F12 media supplemented with 20% knockout serum replacement (KOSR), bFGF (4 ng/ml), MEM nonessential amino acids (MEM-NEAA, 1%, vol/vol), and glutamine (200 mM, 1%, vol/vol) or grown in microwell plates. After 2 days of hanging drop culture, embryoid bodies were transferred to sterile petri dishes with refreshed media. After 6 days in culture, embryoid bodies were transferred to new petri dishes containing neural induction media consisting of DMEM/F12, N2 supplement (1%, vol/vol), MEM-NEAA (1%, vol/vol), glutamine (200 mM, 1%, vol/vol), and heparin (1 μg/ml) until day 11. At day 11, organoids were transferred to Matrigel droplets (30 μl) and cultured in 1:1 mixture of DMEM/F12 and Neurobasal medium supplemented with B-27 without vitamin A (1%, vol/vol), N2 (1%, vol/vol), NEAA (1%, vol/vol), insulin, beta-mercaptoethanol, and glutamine (200 mM, 1%, vol/vol). Twenty organoids were then transferred to stir flask bioreactors (125 ml) containing magnetic shaft and stirring speed was maintained 50–60 rpm. For long term growth on day 15 in 75–100 ml of cerebral organoid differentiation media with vitamin A. Media was changed every 3 days. Organoids were treated with 5 μM METH dissolved in organoid culture media every other day for 1 week before fixing for immunostaining or dissociation for scRNA-seq.

### NSC culture

Human NSCs derived from H9 hESCs were purchased from Gibco (N7800200) and cultured in Knockout D-MEM/F-12 media containing 2 mM GlutaMax (1%, vol/vol), 20 ng/ml bFGF, 20 ng/ml EGF, and 2% StemPro Neural Supplement (vol/vol) on Matrigel- or CELLStart-coated plates.

### Astrocyte differentiation

NSCs were plated on Matrigel coated plates in complete Stem-Pro NSC SFM medium at 2.5 × 10^4^ cells/cm^2^. After 2 days of NSC culture, the media will be changed to astrocyte differentiation medium which consists of D-MEM supplemented with N-2 (1%, vol/vol), GlutaMAX-I (2 mM, 1%, vol/vol), FBS (1%, vol/vol), and Antibiotic-Antimycotic solution (1%, vol/vol) every 3–4 days for 1 month.

### Neuronal differentiation

To differentiate NSCs into the neurons, hNSCs were plated in polyornithine and laminin-coated culture dishes in complete StemPro NSC SFM at 2.5–5 × 10^4^ cells/cm^2^. After 2 days, the media was changed to neural differentiation medium consisting of neurobasal medium supplemented with B-27 serum-free supplement (1×, vol/vol), GlutaMAX-I (200 mM, 1×, vol/vol), and antibiotic -antimycotic (1×, vol/vol) solutions and every 3–4 days for 2 weeks.

### Immunohistochemistry

To section and stain organoids, organoids were washed with phosphate buffer saline (PBS) and incubated in cell recovery solution for 30 min to dissolve the surrounding Matrigel. Cell recovery solution is used to recover cells or organoids from matrigel matrix for subsequent sectioning and biochemical analyses. Organoids were washed with PBS and then fixed with 4% paraformaldehyde (PFA) for 1 h. Fixed organoids were washed three times with PBS, stained with hematoxylin for 5 min and incubated in 30% sucrose overnight. Sucrose solution was removed, organoids were washed with PBS and embedded in OCT compound for cryosectioning. We typically cut 20-μm-thick sections of organoid for immunohistochemical analysis using cryostat. Cryosections were blocked in 5% BSA in PBS for 1 h, washed three times with PBS + 0.1% Tween-20 (PBST), and incubated at 4 °C overnight with primary antibodies: Ctip2 (1:500, Rat, Abcam ab18465), Sox2 (1 μg/ml, Rabbit, Abcam ab97959), GFAP (1:500, Mouse, Sigma, G3893), β-Tubulin III (1:500, mouse, Abcam ab7751–100), Ki67 (1:200, Rabbit, Millipore AB9260), Nestin (1:1000, Chicken, Abcam ab134017), and Nlrp1(1:200, Rabbit, Cell Signaling Technology (CST)-4990). Cryosections were washed three times with PBS with 0.1% Tween-20 (PBST) to remove primary antibody 1 h prior to secondary antibody incubation. We used alexa fluor conjugated secondary antibodies including anti-Mouse alexa fluor 488, 594, anti-chicken alexa fluor 488, 647, and anti-rabbit alexa fluor 488, 594 (Molecular Probes, USA, 1 μg/ml dilution in PBS). Cryosections were washed three more times to remove secondary antibody before being mounted with Vectashield hardset mounting medium with nuclear stain (DAPI) following manufacturer’s instructions.

### BrdU immunocytochemistry

BrdU is a thymidine analog that is incorporated into DNA during the S phase of the cell cycle and labels proliferating cells. To assess cell proliferation, control, and METH-treated human H9 derived NSC cultures and organoids were treated with BrdU (Sigma Aldrich B5002, 20 µM) for 12 h before fixing cells with 4% PFA and processing for BrdU immunocytochemistry. In brief, denature DNA of organoids sections/hNSCs with 2 N HCl for 10 min at 37 °C followed by neutralization with borate buffer (0.1 M, pH 8.5) for 10 min at room temperature. After blocking the cells for 30 min at room temperature, we used primary mouse antibodies for BrdU at 1:200 dilution in blocking buffer (BrdU, sc-32323, anti-mouse, 1:200) for overnight. The following day, wash and incubate cells with Alexa fluor 488 anti-mouse secondary labeling (1 μg/ml diluted in PBS) and counterstain with nuclear stain Hoechst 33342.

### Immunoblotting and ELISA

Cerebral organoids (~50 mg) or astrocytes were lysed in 500 μl of Pierce IP lysis buffer containing protease inhibitor cocktail (Roche) and proteins were extracted by centrifugation at 13,000 × *g* for 10 min at 4 °C. The concentration of extracted proteins was determined by Bio-Rad DC protein assay kit as per manufacturer instructions (Bio-Rad) and equal amounts of protein (25 μg) were resolved by SDS-PAGE and transferred to PVDF membranes (Bio-Rad). Membranes were blocked with 5% nonfat milk in PBST or Thermo Scientific Pierce Fast Western Blot Kits followed by overnight incubation at 4 °C with primary antibodies such as β-Actin (1:1000, Cell Signaling Technology (CST)-4970) and NLRP1 (1:1000, CST-4990). On following day, membranes were then washed three times with tris-buffered Saline with 0.1% Tween-20 (TBST) and incubated for 2 h with secondary antibody conjugated with horseradish peroxidase. Immunoreactive protein signals were detected with Super-signal West Pico Chemiluminescent Substrate (Pierce, USA). Densitometric analysis of protein bands were carried out by using Image Lab software (Bio-Rad, USA) and the values of proteins were normalized with β-Actin levels.

ELISA was performed using the Human IL-6 ELISA kit (eBioscience) following manufacturer’s instructions. Briefly, ELISA plates were incubated with IL-6 capture antibody overnight in coating buffer. Wells were washed with 0.05% PBST five times and blocked with Assay Diluent for 1 h at room temperature. After five additional washes, organoid supernatant collected at 4, 8, and 24 h post-METH treatment and IL-6 standards were added to wells and incubated overnight at 4 °C. The following day, wells were washed five times with PBST, incubated with diluted detection antibody for 1 h at room temperature. Wells were again washed five times before diluted Avidin-HRP was added for 30 min at room temperature. After seven washes, substrate solution was added for 15 min, followed by stop solution. ELISA plates were read by a Synergy 2 plate reader (Biotek) at 450 nm and 570 nm.

### 10x Chromium scRNA-seq

scRNA-seq was performed on eight untreated and six METH-treated organoids. Organoids were manually dissociated into single-cell suspension using the Milteny Biotec Neural Tissue Dissociation Kit (P) (Milteny Biotec, 130–092–628) following manufacturer’s instructions. Briefly, organoids were washed with PBS and cut into small pieces using a scalpel. Tissues were resuspended in warmed enzyme mix 1 containing papain and rotated for 15 min at 37 °C. Enzyme mix 2 was added and tissues were mechanically dissociated using a wide-tipped pipet. Cell suspensions were passed through a 40 μm cell strainer and centrifuged to pellet. Cell concentrations and viability were assessed by trypan blue staining.

scRNA-seq libraries were generated using the 10x Genomics Chromium Single-cell 3′ Library & Gel Bead Kit V2 (10x Genomics, PN-120237) at the UCSD Institute for Genomic Medicine Genomic Center. Libraries were generated from organoid single-cell suspensions following manufacturer’s protocol. Briefly, single-cell suspensions were mixed with RT primer and enzyme master mixes and loaded into the Single-cell 3′ Chip (10x Genomics, PN-120236) along with single-cell 3′ gel beads, and partitioning oil to generate GEMs using the Chromium Controller. GEMs were transferred and reverse transcribed to generate cDNA. After RT, cDNA was recovered, cleaned, and amplified. To construct the library, cDNAs were processed by fragmentation, end repair, and A-tailing. Libraries were size selected using SPRI-Select beads. P5 and P7 adapters were ligated and libraries were again size selected using SPRI-Select beads. Final libraries were analyzed using the Agilent TapeStation system and quantified using Qubit (Invitrogen). scRNA-seq libraries were sequenced using a HiSeq4000.

### Bioinformatic analysis

Chromium single-cell 3′ RNA-seq libraries were aligned to GRCh38.p11 using the 10x Genomics Cell Ranger 2.0.0 pipeline following manufacturer’s default settings. Briefly, alignment, filtering, and UMI counting was performed using cell ranger count (10x Genomics) and aggregated using cell ranger aggr. Tertiary analyses on cell ranger output files were performed using Seurat [48]. Data normalization, filtering, clustering, and differential gene expression analyses were performed using Seurat R package version 2.4 and 3.0 with R version 3.5.3 [25, 48]. Integrative single-cell analyses were performed following previously established Seurat pipelines with modifications [25]. Cells with fewer than 200 genes were filtered out. To integrate control and METH-treated samples, datasets were aligned using highly variable genes within samples with the Run Multi CCA and Align Subspace functions (Seurat V2.4). TSNE clustering was used to determine the clusters of the cells. Differential gene expression analyses were performed by subsetting the data based on cluster identity and assuming a negative-binomial distribution. Treatment response to determine up and down differentially expressed genes due to METH treatment was determined by finding the markers between all of the cells between the two treatment conditions outlined in the immune alignment tutorial for Seurat. The list of variable genes was separated into two separate gene lists based on up and down regulation. The entire list of expressed genes was used to create a reference gene list for GO analysis via PANTHER for overrepresentation analysis (http://geneontology.org/). The up and downregulated genes were uploaded into PANTHER separately and the results from the two analyses were sorted based on raw *p* value. The log of the raw *p* value of these results was calculated and the top 9 downregulated pathways and top 20 upregulated pathways were used with the ggplot2 package version 3.1.1 in R to create Fig. S2. All dot plots and violin plots were created using functions from the Seurat package version 3.0.

## Supplementary information

Supplementary figures and legends

## References

[1] Prakash MD, Tangalakis K, Antonipillai J, Stojanovska L, Nurgali K, Apostolopoulos V (2017). Methamphetamine: effects on the brain, gut and immune system. Pharmacol Res.

[2] Hsieh JH, Stein DJ, Howells FM (2014). The neurobiology of methamphetamine induced psychosis. Front Hum Neurosci.

[3] Gonzales R, Mooney L, Rawson RA (2010). The methamphetamine problem in the United States. Annu Rev Public Health.

[4] Chang L, Alicata D, Ernst T, Volkow N (2007). Structural and metabolic brain changes in the striatum associated with methamphetamine abuse. Addiction.

[5] Du J, Quan M, Zhuang W, Zhong N, Jiang H, Kennedy DN (2015). Hippocampal volume reduction in female but not male recent abstinent methamphetamine users. Behav Brain Res.

[6] Smith LM, LaGasse LL, Derauf C, Grant P, Shah R, Arria A (2006). The infant development, environment, and lifestyle study: effects of prenatal methamphetamine exposure, polydrug exposure, and poverty on intrauterine growth. Pediatrics.

[7] Nguyen D, Smith LM, Lagasse LL, Derauf C, Grant P, Shah R (2010). Intrauterine growth of infants exposed to prenatal methamphetamine: results from the infant development, environment, and lifestyle study. J Pediatr.

[8] Chang L, Smith LM, LoPresti C, Yonekura ML, Kuo J, Walot I (2004). Smaller subcortical volumes and cognitive deficits in children with prenatal methamphetamine exposure. Psychiatry Res.

[9] Li B, Chen R, Chen L, Qiu P, Ai X, Huang E (2017). Effects of DDIT4 in methamphetamine-induced autophagy and apoptosis in dopaminergic neurons. Mol Neurobiol.

[10] Sun L, Li HM, Seufferheld MJ, Walters KR, Margam VM, Jannasch A (2011). Systems-scale analysis reveals pathways involved in cellular response to methamphetamine. PLoS ONE.

[11] Wongprayoon P, Govitrapong P (2017). Melatonin protects SH-SY5Y neuronal cells against methamphetamine-induced endoplasmic reticulum stress and apoptotic cell death. Neurotox Res.

[12] Lancaster MA, Renner M, Martin CA, Wenzel D, Bicknell LS, Hurles ME (2013). Cerebral organoids model human brain development and microcephaly. Nature.

[13] Eiraku M, Watanabe K, Matsuo-Takasaki M, Kawada M, Yonemura S, Matsumura M (2008). Self-organized formation of polarized cortical tissues from ESCs and its active manipulation by extrinsic signals. Cell Stem Cell.

[14] Mariani J, Coppola G, Zhang P, Abyzov A, Provini L, Tomasini L (2015). FOXG1-dependent dysregulation of GABA/glutamate neuron differentiation in autism spectrum disorders. Cell.

[15] Camp JG, Badsha F, Florio M, Kanton S, Gerber T, Wilsch-Brauninger M (2015). Human cerebral organoids recapitulate gene expression programs of fetal neocortex development. Proc Natl Acad Sci USA.

[16] Dang J, Tiwari SK, Lichinchi G, Qin Y, Patil VS, Eroshkin AM (2016). Zika virus depletes neural progenitors in human cerebral organoids through activation of the innate immune receptor TLR3. Cell Stem Cell.

[17] Quadrato G, Nguyen T, Macosko EZ, Sherwood JL, Min Yang S, Berger DR (2017). Cell diversity and network dynamics in photosensitive human brain organoids. Nature.

[18] Nowakowski TJ, Pollen AA, Di Lullo E, Sandoval-Espinosa C, Bershteyn M, Kriegstein AR. Expression analysis highlights AXL as a candidate Zika virus entry receptor in neural stem cells. Cell Stem Cell. 2016;18:591–6.10.1016/j.stem.2016.03.012PMC486011527038591

[19] Xiang Y, Tanaka Y, Patterson B, Kang YJ, Govindaiah G, Roselaar N (2017). Fusion of regionally specified hPSC-derived organoids models human brain development and interneuron migration. Cell Stem Cell.

[20] Ben Haim L, Rowitch DH (2017). Functional diversity of astrocytes in neural circuit regulation. Nat Rev Neurosci.

[21] Yu S, Zhu L, Shen Q, Bai X, Di X (2015). Recent advances in methamphetamine neurotoxicity mechanisms and its molecular pathophysiology. Behav Neurol.

[22] Auld DS, Robitaille R (2003). Glial cells and neurotransmission: an inclusive view of synaptic function. Neuron.

[23] Crews FT, Zou J, Qin L (2011). Induction of innate immune genes in brain create the neurobiology of addiction. Brain Behav Immun.

[24] Qian X, Nguyen HN, Song MM, Hadiono C, Ogden SC, Hammack C (2016). Brain-region-specific organoids using mini-bioreactors for modeling ZIKV exposure. Cell.

[25] Butler A, Satija R. Integrated analysis of single cell transcriptomic data across conditions, technologies, and species. 2017. 10.1101/164889.10.1038/nbt.4096PMC670074429608179

[26] Bortell N, Basova L, Semenova S, Fox HS, Ravasi T, Marcondes MC. Astrocyte-specific overexpressed gene signatures in response to methamphetamine exposure in vitro. J Neuroinflammation. 2017;14:49.10.1186/s12974-017-0825-6PMC534523428279172

[27] Jackson AR, Shah A, Kumar A (2014). Methamphetamine alters the normal progression by inducing cell cycle arrest in astrocytes. PLoS ONE.

[28] Cadet JL, Bisagno V. Glial-neuronal ensembles: partners in drug addiction-associated synaptic plasticity. Front Pharmacol. 2014;5:204.10.3389/fphar.2014.00204PMC415103225228881

[29] Lacagnina MJ, Rivera PD, Bilbo SD. Glial and neuroimmune mechanisms as critical modulators of drug use and abuse. Neuropsychopharmacology. 2017;42:156–77.10.1038/npp.2016.121PMC514348127402494

[30] Monnet-Tschudi F, Defaux A, Braissant O, Cagnon L, Zurich MG. Methods to assess neuroinflammation. Current protocols in toxicology. 2011; Chapter 12:Unit12 19.10.1002/0471140856.tx1219s5022058053

[31] Jeng W, Wong AW, Ting AKR, Wells PG. Methamphetamine-enhanced embryonic oxidative DNA damage and neurodevelopmental deficits. Free Radic Biol Med. 2005;39:317–26.10.1016/j.freeradbiomed.2005.03.01515993330

[32] Tseng CS, Chao HW, Huang HS, Huang YS (2017). Olfactory-experience- and developmental-stage-dependent control of CPEB4 regulates c-Fos mRNA translation for granule cell survival. Cell Rep.

[33] Kalluri HS, Dempsey RJ (2011). IGFBP-3 inhibits the proliferation of neural progenitor cells. Neurochem Res.

[34] Lu XF, Jiang XG, Lu YB, Bai JH, Mao ZB (2005). Characterization of a novel positive transcription regulatory element that differentially regulates the insulin-like growth factor binding protein-3 (IGFBP-3) gene in senescent cells. J Biol Chem.

[35] Apostolidis PA, Lindsey S, Miller WM, Papoutsakis ET (2012). Proposed megakaryocytic regulon of p53: the genes engaged to control cell cycle and apoptosis during megakaryocytic differentiation. Physiol Genom.

[36] Liao Y, Hung MC (2010). Physiological regulation of Akt activity and stability. Am J Transl Res.

[37] Rizvi AH, Camara PG, Kandror EK, Roberts TJ, Schieren I, Maniatis T (2017). Single-cell topological RNA-seq analysis reveals insights into cellular differentiation and development. Nat Biotechnol.

[38] Fletcher RB, Das D, Gadye L, Street KN, Baudhuin A, Wagner A (2017). Deconstructing olfactory stem cell trajectories at single-cell resolution. Cell Stem Cell.

[39] Dulken BW, Leeman DS, Boutet SC, Hebestreit K, Brunet A (2017). Single-cell transcriptomic analysis defines heterogeneity and transcriptional dynamics in the adult neural stem cell lineage. Cell Rep.

[40] Sofroniew MV, Vinters HV (2010). Astrocytes: biology and pathology. Acta Neuropathol.

[41] Cisneros IE, Ghorpade A (2014). Methamphetamine and HIV-1-induced neurotoxicity: role of trace amine associated receptor 1 cAMP signaling in astrocytes. Neuropharmacology.

[42] Du SH, Qiao DF, Chen CX, Chen S, Liu C, Lin Z (2017). Toll-like receptor 4 mediates methamphetamine-induced neuroinflammation through caspase-11 signaling pathway in astrocytes. Front Mol Neurosci.

[43] Du SH, Zhang W, Yue X, Luo XQ, Tan XH, Liu C (2018). Role of CXCR1 and interleukin-8 in methamphetamine-induced neuronal apoptosis. Front Cell Neurosci.

[44] Shah A, Silverstein PS, Singh DP, Kumar A (2012). Involvement of metabotropic glutamate receptor 5, AKT/PI3K signaling and NF-kappaB pathway in methamphetamine-mediated increase in IL-6 and IL-8 expression in astrocytes. J Neuroinflammation.

[45] Cisneros IE, Ghorpade A (2012). HIV-1, methamphetamine and astrocyte glutamate regulation: combined excitotoxic implications for neuro-AIDS. Curr HIV Res.

[46] Deng X, Jayanthi S, Ladenheim B, Krasnova IN, Cadet JL (2002). Mice with partial deficiency of c-Jun show attenuation of methamphetamine-induced neuronal apoptosis. Mol Pharm.

[47] Torres OV, McCoy MT, Ladenheim B, Jayanthi S, Brannock C, Tulloch I (2015). CAMKII-conditional deletion of histone deacetylase 2 potentiates acute methamphetamine-induced expression of immediate early genes in the mouse nucleus accumbens. Sci Rep.

[48] Satija R, Farrell JA, Gennert D, Schier AF, Regev A (2015). Spatial reconstruction of single-cell gene expression data. Nat Biotechnol.

# Supplementary material for: Glial cell diversity and methamphetamine-induced neuroinflammation in human cerebral organoids
**Source:** Mol Psychiatry. 2020 Feb 12;26(4):1194–207. doi: 10.1038/s41380-020-0676-x
**Supplement:** Supplementary file 1 — Supplementary figures and legends

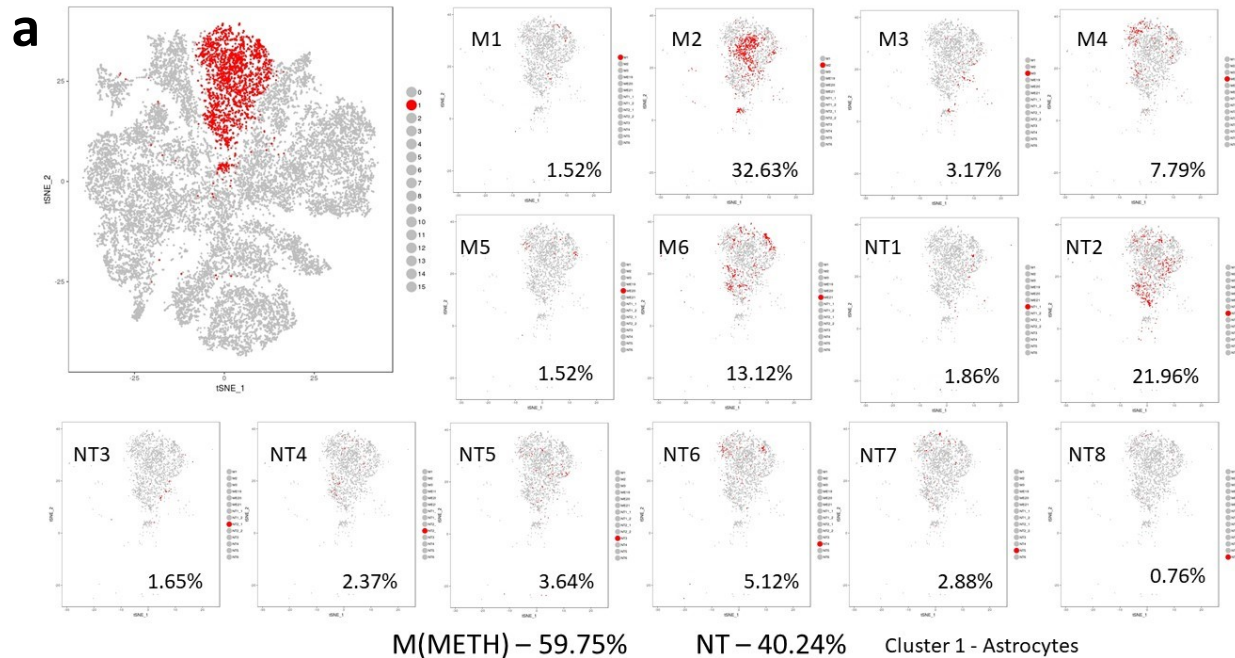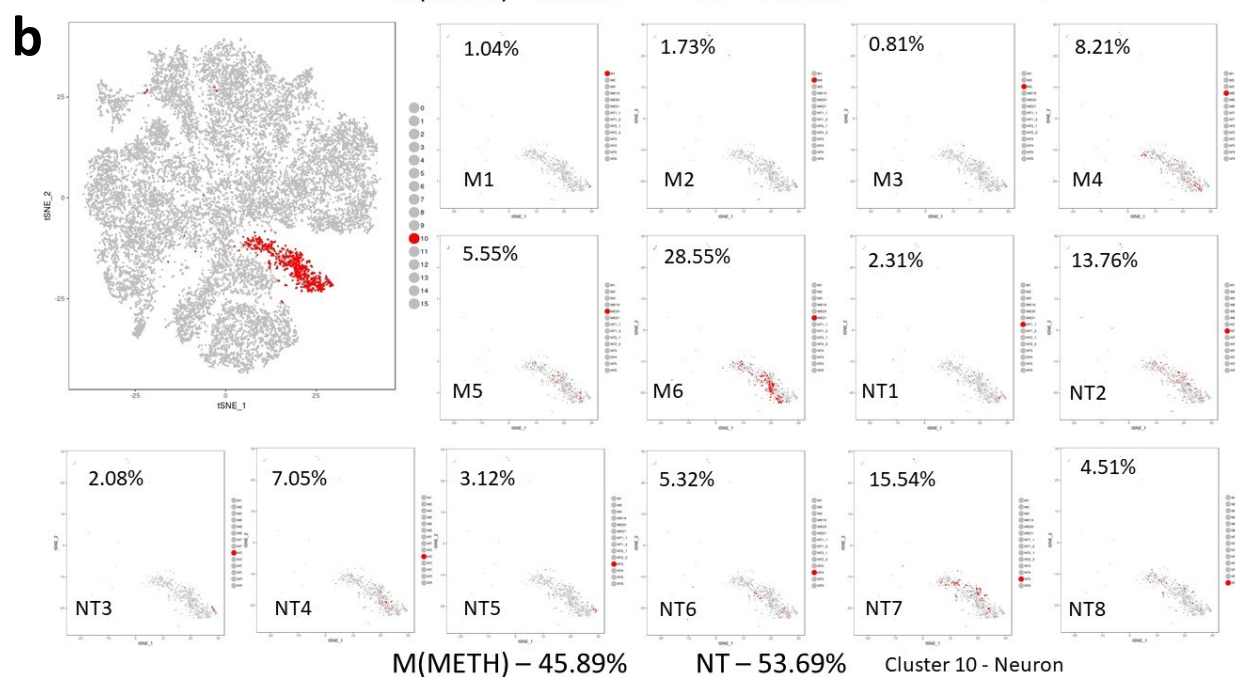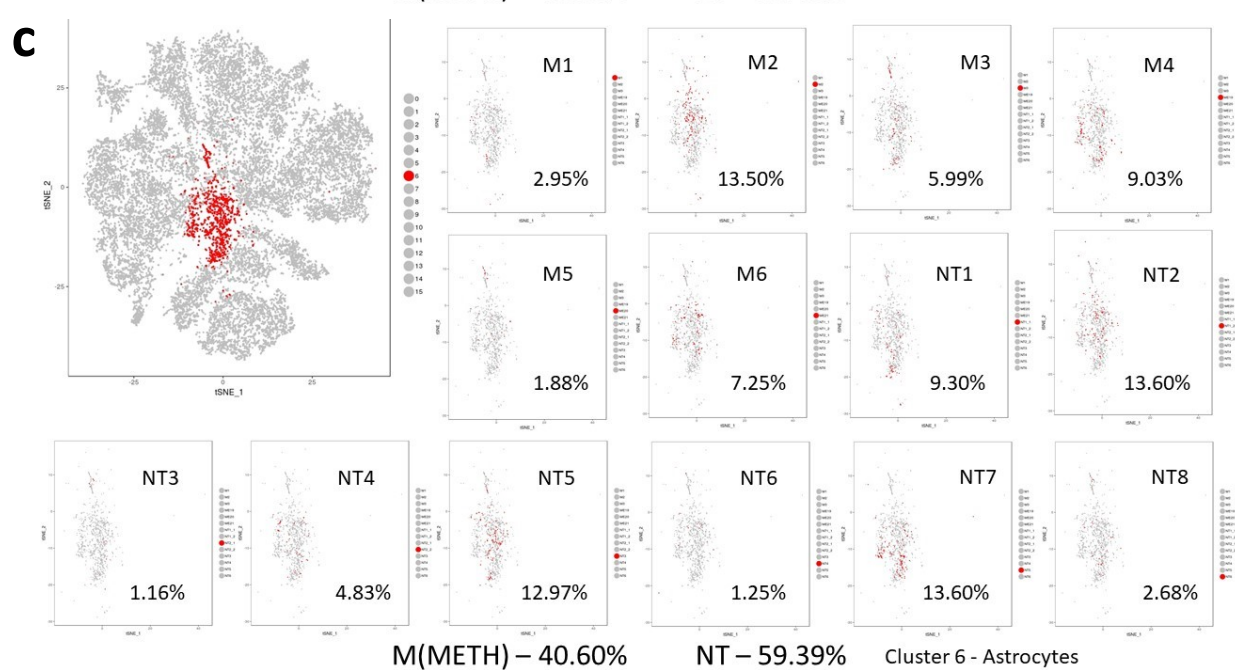

**Supplementary Figure 1: Cerebral organoid heterogeneity. Related to Figure 1.**

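Supplementary Figure 1 shows how the cells of astrocyte and neuron clusters divide among the organoids. In the deposited counts, the organoid that gave most cells was M2 for the astrocyte-like cluster, with 37.8% of its cells, and M6 for the neuron-like cluster, with 29.9%. Astrocyte-like cells made up 0.984% of NT1 and 13.1% of M2, the lowest and the highest share. Neuron-like cells ranged from 0.139% of M2 to 4.77% of M6. The neuron-like share averaged 0.898% in the organoids of the first set and 2.95% in those of the second.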

- (a) Cluster 1, a cluster of astrocytes, with the composition of cells from each organoid from the two types of treatment and the overall percentage of cells from each treatment group to show the distribution of cells across treatment.
- (b) Cluster 10, a cluster of neurons, with the composition of cells from each organoid from the two types of treatment and the overall percentage of cells from each treatment group to show the distribution of cells across treatment.
- (c) Cluster 6, another cluster of astrocytes, with the composition of cells from each organoid from the two types of treatment and the overall percentage of cells from each treatment group to show the distribution of cells across treatment.

**a**

## Top 20 Upregulated Pathways in METH

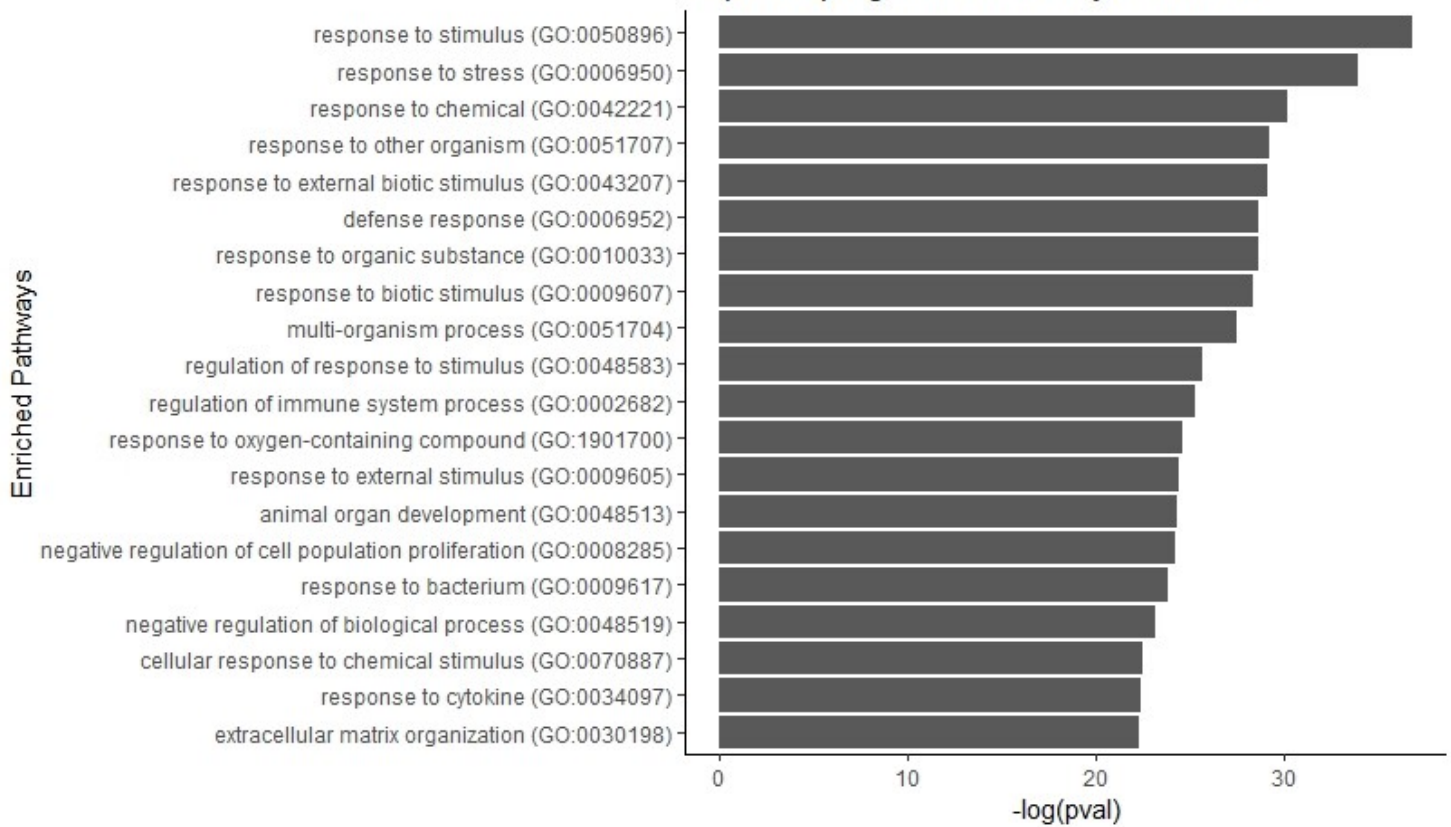**b**

## Top 9 Downregulated Pathways in METH

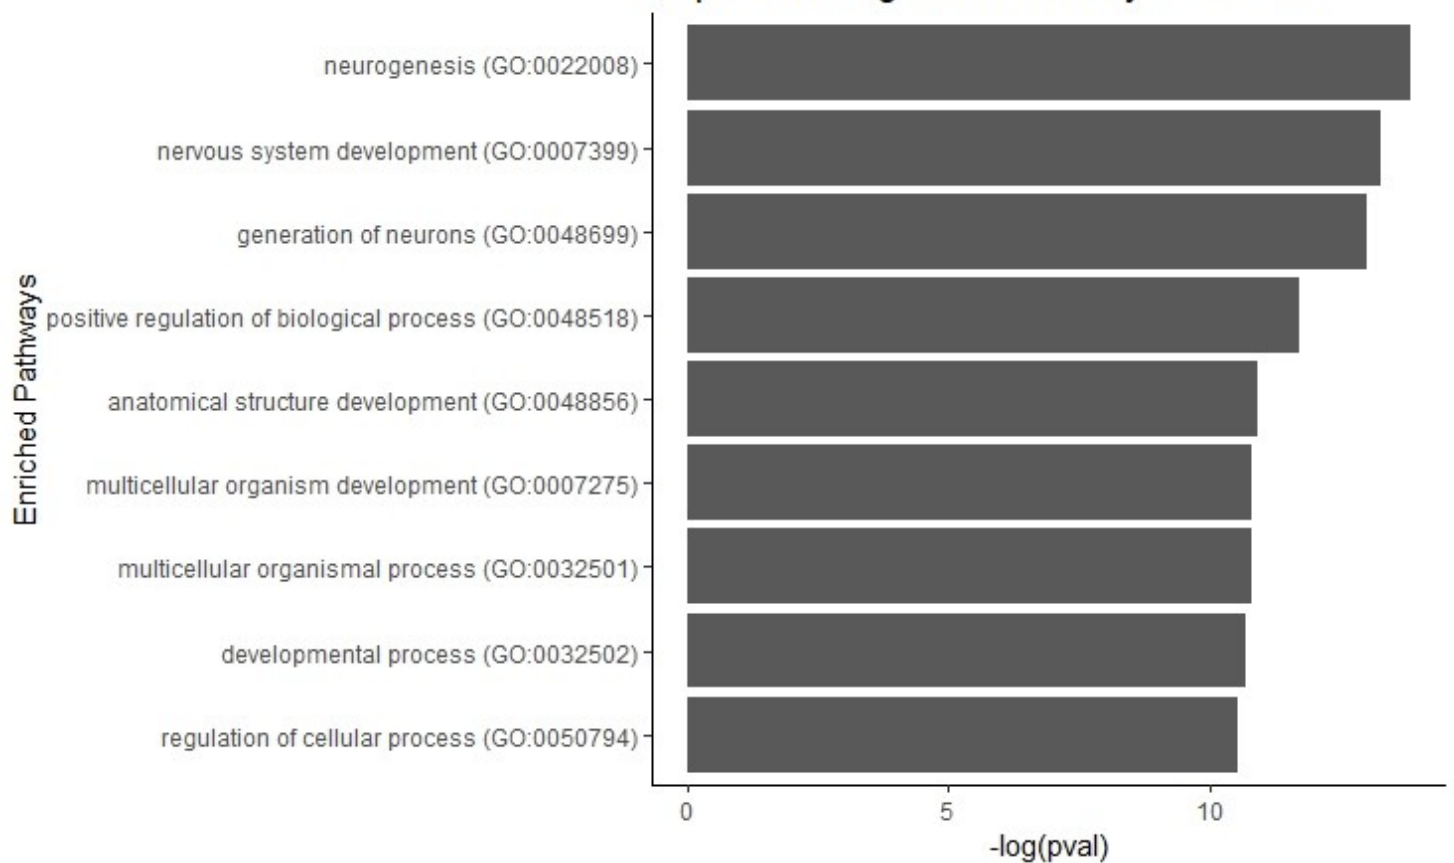

**Supplementary Figure 2: PANTHER pathways for up and down regulated genes due to METH treatment. Related to Figure 2.**

- (a) The top 20 upregulated pathways derived from the list of upregulated genes due to METH treatment via PANTHER. A total of 216 pathways were found to be upregulated.
- (b) The top 9 downregulated pathways derived from the list of downregulated genes due to METH treatment via PANTHER.

**a**

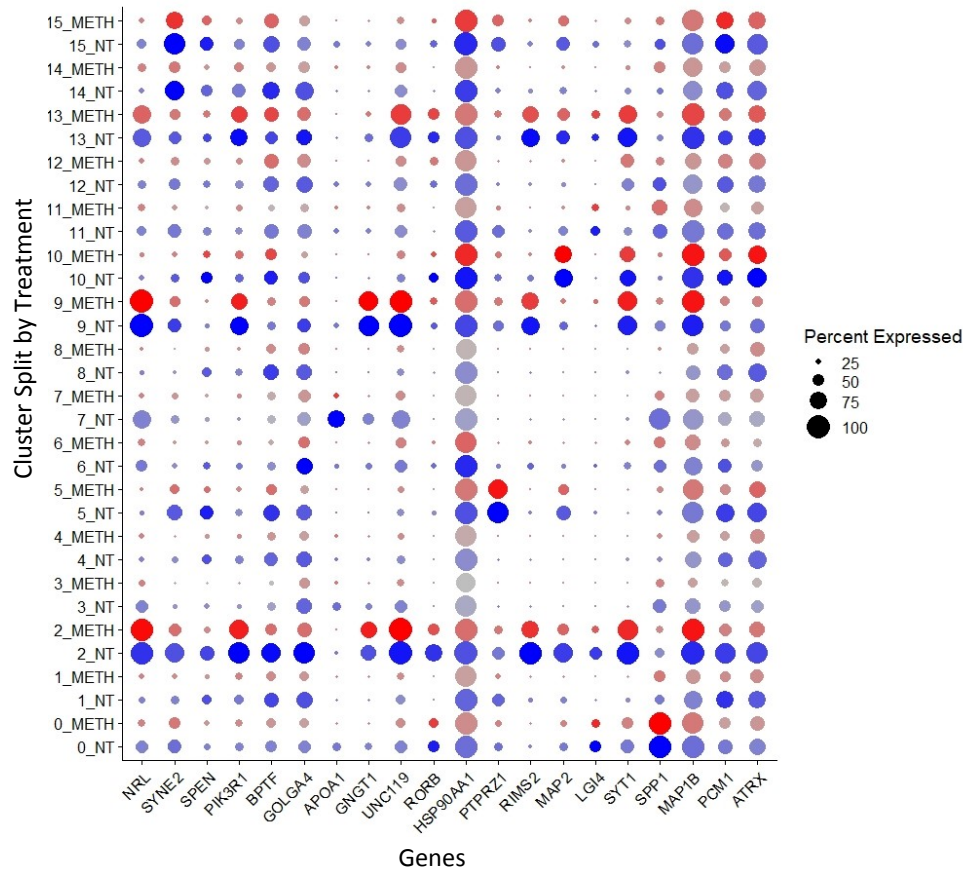

**b**

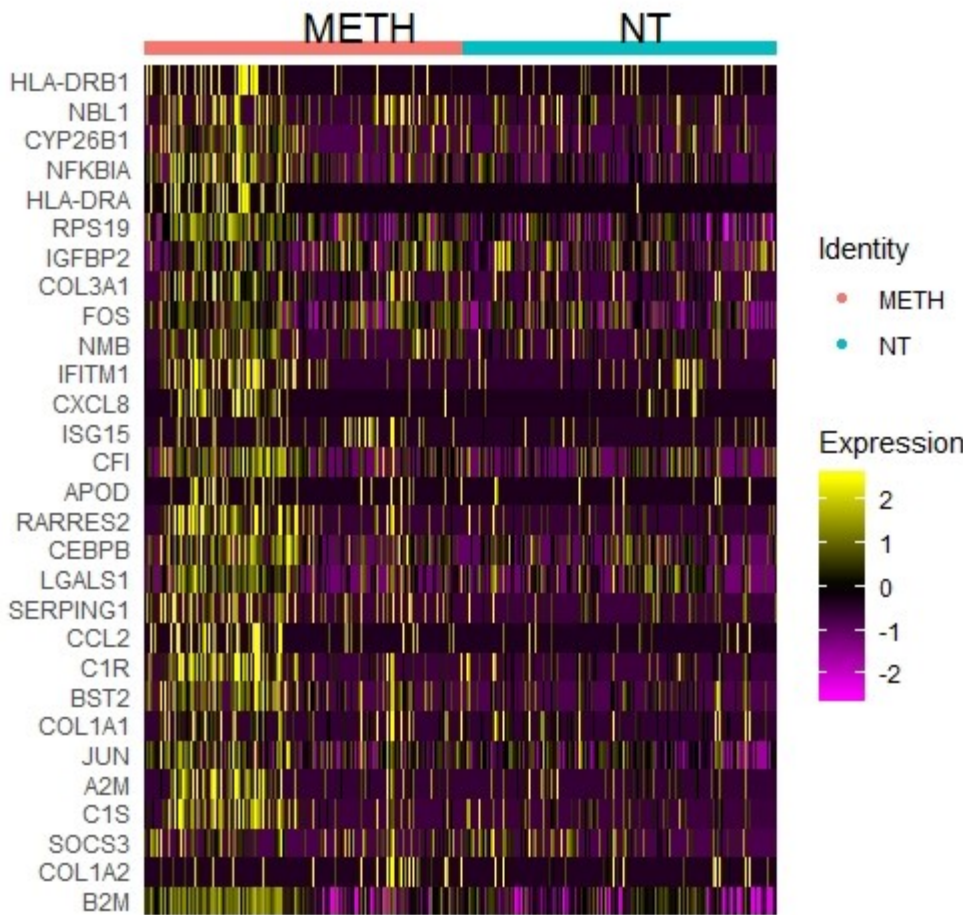

**Supplementary Figure 3: Downregulation of genes pertaining to neurogenesis as a result of METH treatment. Related to Figure 3.**

- (a) A dot plot of the genes from the set of genes downregulated by METH (Figure 2A) treatment identified by PANTHER to be related to neurogenesis, generation of neurons, and nervous system development. Each cluster is divided by treatment, where blue dots represent cells from control organoid and red dots represent cells from METH treated organoids. Darker shades of blue and red and size of dots represent greater expression of genes and percentage of cells expressing the gene.
- (b) A heatmap of the same genes from Figure S3A separated by treatment, for a holistic view of the data.

**a**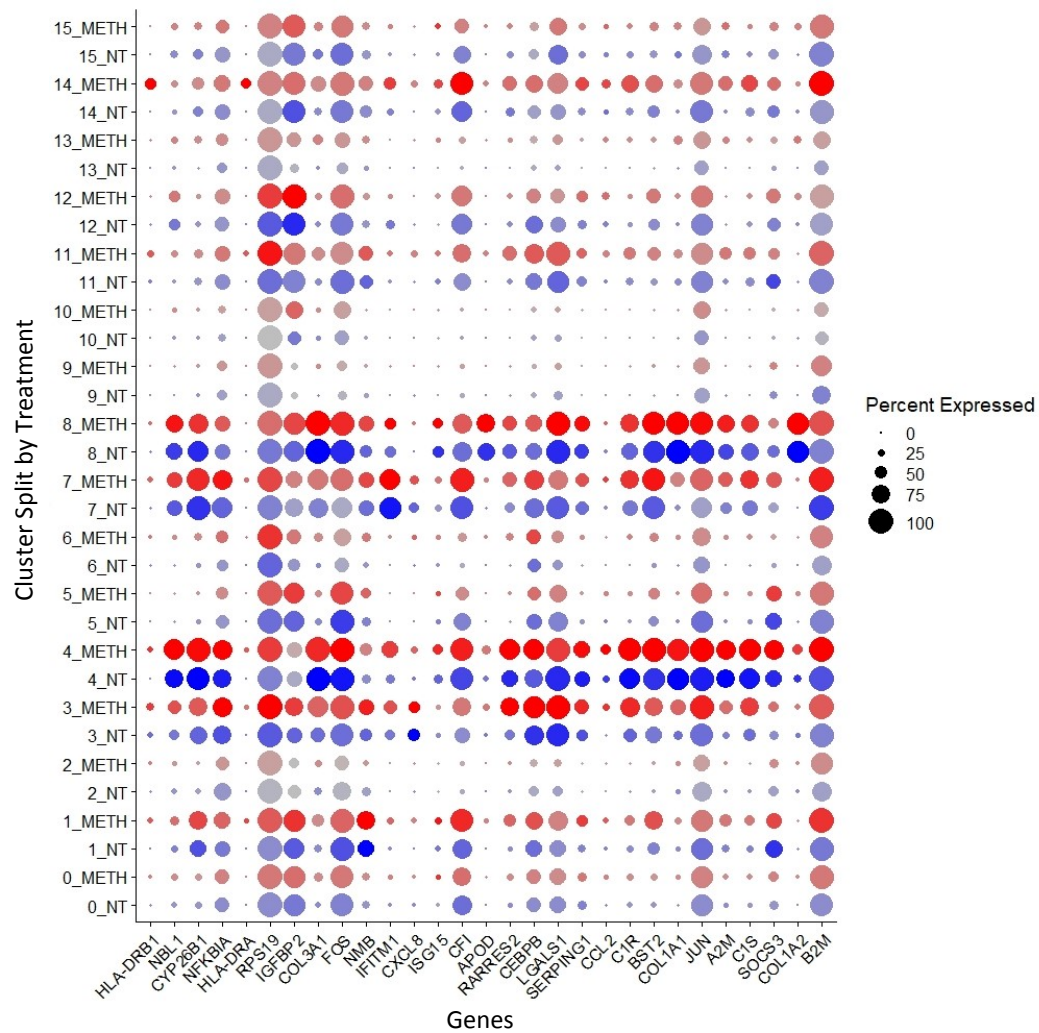**b**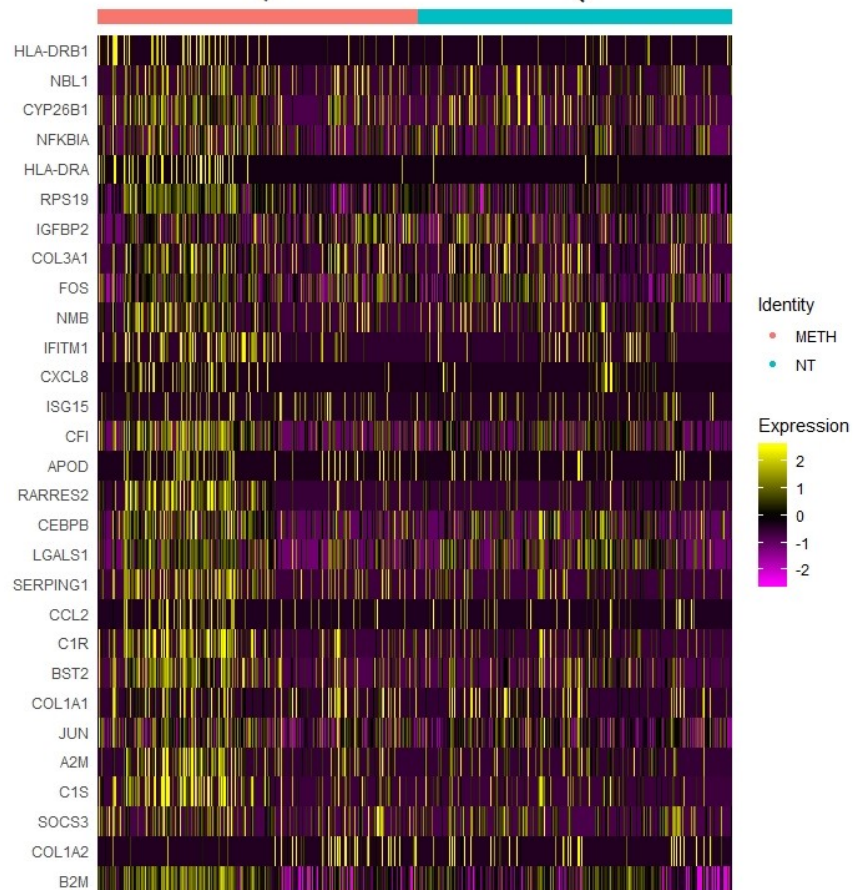

**Supplementary Figure 4: Immune response genes upregulated as a result of METH treatment. Related to Figure 4.**

- (a) A dot plot of the genes from the set of genes upregulated by METH (Figure 2B) treatment identified by PANTHER to be related to immune response. Each cluster is divided by treatment, where blue dots represent cells from control organoid and red dots represent cells from METH treated organoids. Darker shades of blue and red and size of dots represent greater expression of genes and percentage of cells expressing the gene.
- (b) A heatmap of the same genes from Figure 4A separated by treatment, for a holistic view of the data.

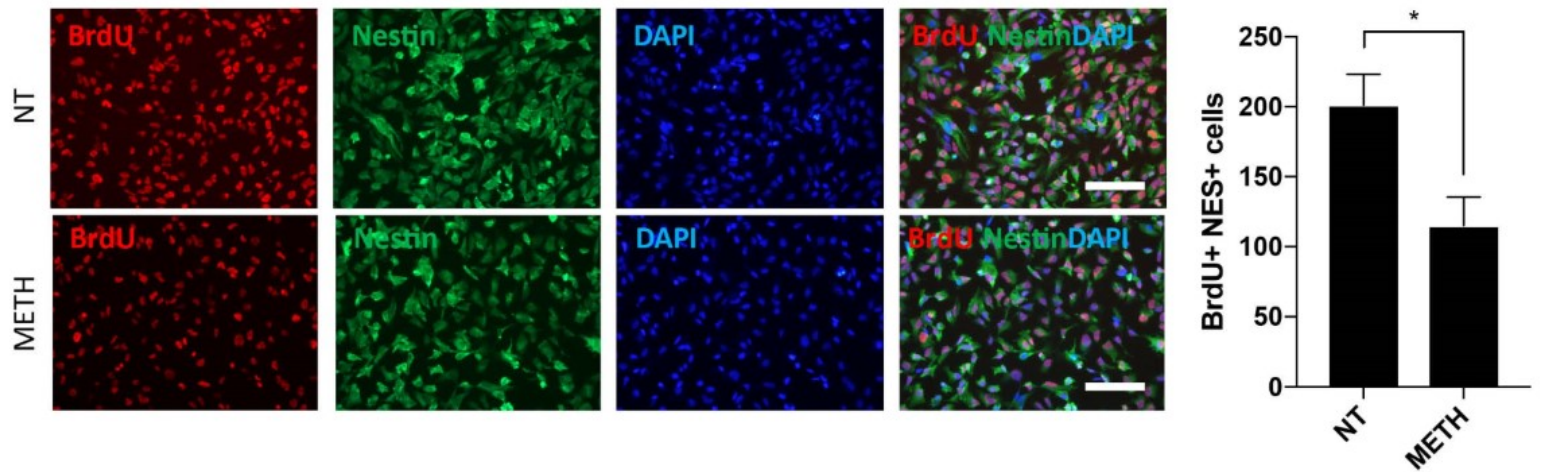

**Supplementary Figure 5. METH treatment attenuates neural stem cell proliferation. Related to Figure 5.**

Untreated (top row) and METH treated (bottom row) monolayer neural stem cells immunostained for BrdU (red), neural stem cell marker Nestin (green) and DAPI (blue) after 1 week of treatment with 5μM METH. Scale bar represents and 100μm.

How the deposited data were processed for this re-analysis (not part of the article)

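Single-cell RNA sequencing counts (10x Chromium 3′) were taken from 8 control organoids and 6 organoids treated with 5 μM METH for 7 days. The authors aligned and counted each library with Cell Ranger 2.0.0 on GRCh38.p11. The values are raw UMI counts per gene and cell barcode, without normalization for depth. The paper's later aggregation over libraries is not part of them. Conditions were taken from the sample labels.

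Cells with at least 200 genes were kept, 20416 of 20418 barcodes. Normalization, integration and clustering used Seurat 5.3.0 with 2000 variable genes, canonical correlation analysis with the organoid as layer, 30 dimensions and a resolution of 0.6. Clusters were named from marker lists fixed before the data were examined. A marker counted where it was found in at least 25% of the cells of a cluster with a log2 fold of at least 1 over the other cells. At least 3 markers and a lead of 2 over the next type were needed, the strongest gene could not be a marker of another type, and the 10 strongest genes could not hold more markers of another type, rules set after the clusters were seen. This named 9 of 15 clusters, which form 8 classes, and left 6 clusters under their letters. Names end in "-like" because they rest on RNA alone.

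UMIs were summed over all cells of an organoid, and over its cells of each class. The sums were compared with edgeR 4.0.16 (TMM, filterByExpr by condition, robust quasi-likelihood F test) under R 4.3.3, with Benjamini-Hochberg adjusted p under 0.05. A class was tested on organoids with at least 20 of its cells where at least 3 organoids of each condition had them, which held for 11 classes and clusters. The comparison over all cells covered 15493 genes. The 38 gene lists were fixed beforehand from textbook pathways and cell type markers, and 36 had at least 3 genes tested over all cells. They were tested with camera (limma 3.58.1) with the correlation between genes estimated for each list, with a preset correlation of 0.01 and fry as alternatives. Shares of cells were compared by exact two-sided permutation tests over all splits of the organoids (SciPy 1.17.1). Differences between classes were taken within organoids before testing. DESeq2 1.42.0 was run as the second tool.

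Genes named in the text were chosen by a rule fixed before the data were examined. It takes every gene the paper names for these data, the largest changes past the threshold, the 3 members with the smallest p of each list past its test, and, where nothing passes, the 5 genes with the smallest p in each direction. Gene names printed in the heatmaps of Fig. 2 were counted by direction and entered no list test. Positions and transcript lengths come from GENCODE 44, matched by gene ID.

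Alternatives set before the data were examined were another tool, another normalization, no filter on low counts, a stricter filter on cells (at least 500 genes and under 10% mitochondrial UMIs), removal of doublets called by scrublet (scanpy 1.11.5), corrections for the shares of classes, other groups of METH-treated samples, pairs of control samples with 1 number summed, other resolutions and minimum numbers of cells, and leaving out each organoid in turn. Alternatives chosen after seeing the data were the 2 sets of organoids (as a term in the model, each alone, and as strata of permutations), removal of the 334 cells with the highest doublet scores, the samples of the replicate block without the block, a mean score of each list per organoid, and leaving out organoids for the lists and with the sets as a term. The tests of differential expression and camera were also tested on simulated data, in which 200 genes were given changes of 1.5-fold to 8-fold.

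Depth ranged from 2479740 to 31655885 UMIs per organoid over all cells, and from 43586 UMIs (cluster L) to 7465400 UMIs (Müller glia-like cells) per organoid within a tested class. IL6 had 84 UMIs over all organoids and was not tested. The staining, ELISA and immunoblot experiments and the Gene Ontology terms of the paper were not analysed here.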

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

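The tests within the 2 sets of organoids, the mean scores of lists and the tests of dissociation stress, of batch, of the sets at equal depth and of shares of cell classes (for the second pattern the differences centred on each class) were chosen after the results were seen, and the cut-offs of the comparison over cell classes were set after its values were known. The trend with transcript length was first set to count for a loss of long RNA in the second pattern, and this was changed after its values were known.

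Organoids that lay far from the others of their condition were looked for in 170 groups of values, and 14 were found, where chance alone gives about 5% of groups. METH-treated organoid M2 had the highest C1S (538 CPM), C1R (585 CPM), CXCL8 (713.5 CPM), HP (1278 CPM) and mean cytokine score (log2 5.21), and the lowest NDUFS1 (41.9 CPM), of its group. M5 had the highest share of mesenchymal-like cells (39.3%) and of keratin epithelium-like cells (1.495%). Control organoid NT5 had the highest share of cluster F (18.6%) and PHLDA3 (172 CPM) and the lowest NDUFS1 (56.9 CPM). NT2 had the highest FOS (1386 CPM) and share of keratin epithelium-like cells (0.543%) among controls, and NT6 the lowest score of hypoxia and glycolysis genes (log2 6.13).

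Lists of which the paper names few members or none were higher in METH-treated organoids within the sets, by permutations of the mean score: interferon-stimulated genes by log2 0.87 (adjusted p = 0.0429), MHC class I genes by 0.46 (0.0321; 0.18 in the first set and 0.74 in the second), inflammasome genes by 0.64 (0.0214), the insulin-like growth factor axis by 0.48 (0.0386) and the matrix genes of mesenchyme by 1.07 (0.0214). Immediate early genes, which the paper discusses, were higher by 0.59 (adjusted p = 0.0214). The p of the inflammasome list, 0.000893, is the smallest these 1120 splits can give. Over all organoids without the sets 0 of 36 lists passed, and within the sets 0 passed when NT1, NT4, NT5, NT6, NT7, NT8, M2 or M5 was left out, but the differences kept their direction without each organoid, at 0.74 to 1.09, 0.40 to 0.51, 0.50 to 0.71, 0.37 to 0.57 and 0.80 to 1.22 in the order above and 0.48 to 0.69 for immediate early genes. With fewer organoids the smallest possible p is 0.00143 to 0.00238, at which a single list cannot pass by itself, so the lost calls say little on how stable the lists are. Within cell classes the inflammasome list had a median log2 fold change of 0.11, with 4 of 7 classes above 0, and the insulin-like growth factor axis 0.09 (8 of 11), against 0.70 and 0.49 over all cells. Without M2, the organoid with the most METH-treated cells, the medians of immediate early and interferon-stimulated genes were 0.55 and 0.87.

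The first pattern weighed is the higher level of immediate early and interferon-stimulated genes in METH-treated organoids. A trend with transcript length is argued against for both lists, since relative to genes of about the same length their medians were still 0.61 and 0.93. A difference in the shares of cell classes cannot be told apart for either list. Medians within classes were 0.64 for interferon-stimulated and 0.33 for immediate early genes, the second close to the limit set between the outcomes. Such a median may include free RNA, since the matrix genes kept 0.725 within classes although they had -0.13 in mesenchymal-like cells. The median of interferon-stimulated genes was at least 0.41 in each of the 11 classes, so no class tested was without the rise. Stress during dissociation cannot be told apart from a response to METH either, since the heat shock genes had a median of 0.15 and went both ways within classes. A response to METH may therefore account for the pattern but stays a hypothesis, and no list passed camera over all cells with an estimated correlation.

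The second pattern is a higher share of ribosomal protein UMIs together with lower long transcripts in METH-treated organoids. A difference in the shares of cell classes cannot be told apart, since the ribosomal protein share was higher in 9 of the 11 classes tested, which share their organoids, but with each class centred on its mean it differed by 1.08 percentage points (exact permutation p = 0.206) against 2.39 over all cells. For transcripts of at least 5605 nt, lower in 11 of 11 classes, the share of UMIs so centred differed by -2.89 (exact permutation p = 0.136) against -3.20 over all cells. Within the sets the centred share differed by -1.97 (permutation p = 0.0232). A loss of nuclear or long RNA before or during library preparation cannot be told apart from an effect of METH on RNA itself, since the fall of fold changes with transcript length in both sets (Spearman's rho across genes -0.123 and -0.326) is the pattern itself and bears on neither. MALAT1 and NEAT1, RNAs that stay in the nucleus, had log2 fold changes of -0.02 and 0.13 over all cells.

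The third pattern is the division of the organoids into 2 sets that cross the treatment. Depth per cell was on the whole higher in the first set, with medians of 5576 to 11059 UMIs in its organoids and 3699.5 to 7431 in those of the second (total UMIs, exact permutation p = 0.252, which shows nothing). A difference in sequencing depth is nevertheless argued against, since with 335 cells per organoid and 2000 UMIs per cell 14 of 14 organoids kept their set, with correlations of at least 0.832 within a set and a median of 0.793 (at most 0.853) between the sets. A difference in the shares of cell classes as the whole cause is argued against by the median correlation of 0.911 between the sets within a cluster, below that within a set. A batch of culture or library preparation may account for the sets, since the 6 METH-treated organoids divide by the 2 series of their sample titles, but no label gives the batch, and no biological explanation was tested.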

How the results depend on the processing

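The comparison over all cells kept 0 genes under the alternatives set beforehand and run with edgeR or limma and without each organoid (0 to 0). DESeq2 called 22. Chosen after seeing the data, the second set alone called 94, and with the 2 sets as a term 0 to 335 genes were called without each organoid (335 without M1, 6 without M3, 4 without M6, 1 without M4 or NT6). For classes, DESeq2 called 1 gene in cluster K, 2 in cluster L and 1 in mesenchymal-like cells, and the sets as a term 3 in cluster F, 8 in cluster L and 2 in mesenchymal-like cells (JUNB and IER2). A minimum of 50 cells gave 1 gene in cluster D, and of 10 cells 0 in cluster L. Without each organoid, astrocyte-like cells and cluster K had 0 to 1 genes and cluster L 1 to 2. For lists, camera with a preset correlation called 21 over all cells and, by class, 6 (Müller glia-like), 8 (astrocyte-like), 13 (D), 11 (F), 6 (H), 4 (J), 11 (K), 12 (L), 6 (mesenchymal-like), 10 (photoreceptor-like) and 7 (radial glia and neural progenitor-like). Fry and the sets as a term each gave 0 in clusters F and K. Over all cells fry gave adjusted p = 0.0698 for immediate early and for interferon-stimulated genes. Its mixed test, which counts changes in either direction, gave 0.0126 and 0.0264. With the sets as a term, chosen after seeing the data, fry gave 0.0255 for immediate early and for inflammasome genes. It gave 0.0396 there for interferon-stimulated and for MHC class I genes. List scores within the sets gave 6, and 0 to 8 without each organoid, where fewer splits raise the smallest p. The cause was not tested, apart from the correlation that the preset value fixes.

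Differences in share (METH minus control, percent of cells) that turned were 0.478 for cluster H at a resolution of 0.3, 0.164 for cluster K at 0.9 and 0.066 for cluster L under the stricter cell filter. Without each organoid they ran from -0.054 to 2.351 (astrocyte-like), -0.679 to 2.713 (cluster F), -0.794 to 1.395 (J), -1.413 to 0.692 (K) and -2.950 to 0.182 (radial glia and neural progenitor-like). The other 86 share values under planned or added settings kept their direction or side. Correlations over variable genes were 0.8346 within clusters and 0.6941 between clusters of an organoid. Among named genes, M4 to M6 against all controls turned IER3 (-0.13), CXCL8 (-2.16), NLRP1 (-0.17) and IGFBP3 (-0.43), a comparison across the sets (0.91, 1.20, 0.09 and 1.41 within the second set), the first principal component of shares turned GFAP (-0.19), and equal weights of classes turned MKI67 (0.16). The component also turned the tests of phototransduction (higher, adjusted p = 0.878) and G1/S genes (lower, 0.965). Without M2, CXCL8 turned (-0.08). The other values of named genes under the settings without single organoids left out kept their direction, but not their size. Among them B2M ran from 0.04 to 1.47, JUN from 0.19 to 1.14 and FOS from 0.10 to 1.14. The replicate block on samples whose titles share a number called 0 genes, but correlations of same-number samples (-0.159 to 0.272) lay within those of the others (-0.291 to 0.339), so the numbers do not pair them. Depth limits IL6, at 84 UMIs, and the rarer classes.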

Differences from the paper's values

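The numbers of cells and clusters that the paper states differ from those found here by less than 1.5 times. The paper's 10623 METH-treated cells exceed the 10264 barcodes of the files, and its 10135 control cells stand beside 10152 here. Its 16 clusters stand beside 15.

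The paper states that the immediate early, complement, cytokine and immune genes it names were upregulated by METH. Each of them had a higher mean over all cells here, and edgeR called 0 of them (1177 of 15493 genes at an unadjusted p under 0.05). The paper's test took cells as replicates, and the test here took organoids. Settings run here that call genes the paper names or labels are DESeq2, set before the data were examined (JUN, DUSP1, BST2, LY6E and COL6A2 among 22 genes), the second set of organoids alone, chosen after seeing the values (IFITM3 and BST2 on the higher side and CDR1-AS, GOLGB1, NRIP1, PCM1, SPEN, STAG2 and ZCCHC11 on the lower side, among 94), and the sets as a term without 1 organoid, also chosen after seeing the values. Without M1 this calls JUN, DUSP1, IFITM3, C1R, NFKBIA, B2M, JUNB and IER2 of the genes named in the text, and among 335 genes also labelled ones such as BST2, LY6E, COL6A2, MFAP4 and RIMS2. Without M6 it calls DUSP1, JUNB and BST2, and without M3 DUSP1. In classes, the sets as a term, chosen after seeing the values, call JUNB and IER2 in mesenchymal-like cells, BST2 and LY6E in cluster F and MFAP4, LY6E and TTR in cluster L. MFAP4 in cluster L is called by edgeR and, with RARRES2, by DESeq2, both set before the data were examined, and CDR1-AS is called in astrocyte-like cells without NT5. Of the 19 genes that the paper names in its text and that could be tested, the second set alone calls IFITM3 and leaves the other 18 uncalled, and the sets as a term without M1 call 8 and leave 11 uncalled.

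The paper states that FOS, DUSP1 and JUN are differentially expressed in astrocytes. In astrocyte-like cells here the log2 fold changes were -0.18 for FOS and -0.20 for JUN, against 0.07 for DUSP1, while JUNB had 0.75 in the same cells. The paper states that IGFBP3 rose in astrocytes among other cell types. Here it did not pass the filter on low counts in astrocyte-like cells, so that statement was not tested. SCD, labelled among the downregulated genes in Fig. 2a, had 0.05, while the other 47 labelled genes had negative values. The log2 ratio over the pooled cells of each condition, set before the data were examined and without a test, was negative for all 48. The paper states that astrocytes responded strongly, and here edgeR called 0 genes in astrocyte-like cells (238 at an unadjusted p under 0.05) and DESeq2 0. The paper names several clusters as astrocytes, among them AGT+ and HES1+ GLUL+ cells. Astrocyte-like cells here are a single cluster, so these comparisons may cover only a part of the paper's astrocytes. Cluster F, with AGT in 78.7% of cells, was left without a name, and edgeR called 0 genes in it.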

Other observations

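In cluster L, cells rich in the stress genes STC2, CDKN1A and TRIB3, matrix genes of mesenchyme were higher in METH-treated organoids as a list (7 of 7 members, median log2 fold change 1.49, adjusted p = 0.0462 with an estimated correlation), led by MFAP4, COL6A1 and FBLN1. The median of this list was above 0 in 10 of 11 classes and clusters but -0.13 in mesenchymal-like cells, and mesenchymal-like cells made up 8.26% of control and 17.7% of METH-treated organoids on average. COL1A1 had a UMI in 18.3% of the cells of cluster L (median 5205 UMIs per cell) and 89.8% of mesenchymal-like cells (6693), so RNA from other cells is not excluded as a source of these matrix counts. Retinoic acid response genes were higher in the same cells (6 of 7, median 1.10, adjusted p = 0.0462), with CRABP2, RARRES2 and CYP26A1 in front. Both calls held with fry and with the sets as a term, which was chosen after seeing the data. Over all cells 11 of 15 retinoic acid response genes were higher (median 0.48, adjusted p = 0.0886). In cluster F, the choroid plexus list was called on 3 genes, KRT18, KRT8 and FOLR1 (adjusted p = 0.0404), of which the keratins are general genes of epithelium, a call lost with fry and with the sets as a term. Keratin epithelium genes over all cells had a median of 1.71 (6 of 7 higher, 4 when adjusted over the list alone, adjusted p = 0.252), 0.48 without M5, and genes of pericytes and smooth muscle 0.72 (7 of 9, adjusted p = 0.162).

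Other lists had smaller differences over all cells, none past the test. Medians were 0.22 for reactive astrocyte genes (12 of 16 higher), 0.08 for apoptosis regulators (13 of 22), 0.36 for the unfolded protein and integrated stress response (17 of 18), 0.13 for hypoxia and glycolysis (20 of 23), 0.02 for cholesterol synthesis (11 of 20) and 0.24 for monoamine genes (6 of 9). Pigmented epithelium had 0.14 (8 of 13), choroid plexus over all cells 0.12 (7 of 13), oligodendrocyte lineage -0.11 (2 of 6, mean above 0), endothelial cells -0.19 (1 of 5), skeletal muscle -0.20 (1 of 4) and cartilage 0.07 (3 of 5, mean -0.03). Their adjusted p from camera with an estimated correlation ran from 0.437 to 0.905. Single organoids moved each of these medians by over 1.5 times. Without each in turn they ran from 0.02 (M2) to 0.42 (NT5) for reactive astrocyte genes, 0.01 (M5) to 0.15 (NT5) for apoptosis, 0.22 (M2) to 0.46 (M4) for the unfolded protein response, 0.03 (NT6) to 0.24 (NT1) for hypoxia, -0.12 (M5) to 0.11 (M3) for cholesterol and 0.06 (M2) to 0.37 (M3) for monoamine genes. The range was -0.01 (M4) to 0.53 (NT6) for pigmented epithelium, -0.48 (M4) to 0.93 (NT6) for choroid plexus, -0.23 (M5) to 0.09 (M2) for oligodendrocyte lineage, -0.69 (M4) to 0.08 (M2) for endothelial cells, -0.61 (M6) to 0.23 (NT6) for muscle and -0.29 (M6) to 0.33 (NT6) for cartilage. GFAP over all cells had a log2 fold change of 0.98 (SE 0.68) and HP 3.28 (SE 1.03), 0.49 and 1.03 without M2. MKI67 had -0.75 (SE 0.70). IL6 had 55 UMIs in M2, 20 in NT1 and at most 3 in each other organoid. Cells with at least 3 UMIs of mitosis genes after thinning to 2000 UMIs per cell made up 7.25% ± 2.73 of control organoids (SD, n = 8) and 5.99% ± 1.73 of METH-treated organoids (SD, n = 6; exact permutation test, p = 0.374), a measure that free RNA enters too.

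Counts of genes and lists were set beside those of other splits of the same organoids into groups of the same sizes. Over all cells the real split gave 0 genes and 0 lists, so 100 of 100 splits gave as many (highest of the others 1 gene and 0 lists), and with the sets as a term 100 of 100 did too (1 and 0). In the second set alone 2 of 56 splits gave as many genes as the real 94, a share of 0.036. This comparison was chosen after the values were seen and is 1 of 4 over all cells, and another split of these organoids gave 235 genes, which points to a structure of the samples, so chance is not taken as excluded here. Its lists gave 0, as many or more in 56 of 56 splits (highest other 1). In the first set alone the 10 splits are too few for a share under 0.05 (real 0, highest other 0, for genes and lists, 10 of 10). In cluster L, 2 of 30 splits gave as many genes as the real 1 (highest other 1), so chance is not excluded, while for its 3 lists only 1 of 30 did, the real split itself (highest other 0), as for the 1 list of cluster K (highest other 0), a share of 0.033 that is the smallest 30 splits can give, in 2 of 11 classes and with splits that ignore the sets, so chance is not taken as excluded here either. With the sets as a term the list of cluster K and the interferon list of cluster L were not called. For the 1 list of cluster F 2 of 30 did (highest other 1). In the other classes the real count was 0, so 30 of 30 splits gave as many. The highest other splits called 790 genes in Müller glia-like, 2583 in photoreceptor-like, 471 in radial glia and neural progenitor-like, 33 in astrocyte-like cells, 80 in cluster F and 11 in cluster K, which points to a structure of the samples other than the treatment, and 0 to 1 in the remaining ones. For lists they called 0 to 4.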
